# Transcriptomic analysis of mammary gland tissues in lactating and non-lactating dairy goats reveals miRNA-mediated regulation of lactation, involution, and remodeling

**DOI:** 10.3389/fcell.2025.1604855

**Published:** 2025-05-30

**Authors:** Yanan Peng, Xinhua Duan, Linfan Zhang, Yiyi Guo, Jinlin Cao, Weiping Ao, Rong Xuan

**Keywords:** dairy goat, miRNA, lactation, mammary gland involution, mammary cells remodeling

## Abstract

**Background:**

Dynamic changes in the mammary gland during lactation and the dry period involve proliferation, secretion, apoptosis, and remodeling of mammary epithelial cells. MicroRNAs (miRNAs) are recognized as critical regulators of mammary gland development and lactation. However, their expression patterns and regulatory mechanisms at different lactation stages—particularly during mammary involution and remodeling—remain poorly understood in dairy goats.

**Methods:**

In this study, high-throughput sequencing was employed to analyze miRNA expression profiles in goat mammary tissues at five key stages: late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), and the dry period (DP). Differential expression analysis, miRNA clustering, Gene Ontology (GO) annotation, and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment were performed to predict the functions of target genes. A miRNA-mRNA regulatory network associated with mammary gland development was constructed, and functional validation experiments were conducted to confirm key regulatory relationships.

**Results:**

A total of 1,120 miRNAs were identified, including 408 known and 712 newly predicted miRNAs. Among them, 383 were significantly differentially expressed, with the largest number observed between the dry period and late gestation. Six expression-specific miRNA clusters were identified. Functional enrichment analysis indicated that these miRNAs may regulate epithelial cell proliferation, apoptosis, and tissue remodeling by targeting pathways such as energy metabolism, cell adhesion, and the PI3K/Akt signaling pathway. IGF1R was identified as a key regulatory gene in the miRNA-mRNA network related to mammary gland development. Experimental validation showed that chi-miR-423-3p inhibited mammary epithelial cell proliferation, induced G1/S cell cycle arrest, and promoted apoptosis by targeting IGF1R and suppressing the PI3K/Akt pathway.

**Conclusion:**

This study highlights the dynamic regulatory roles of miRNAs in the goat mammary gland across lactation stages. Notably, the miR-423-3p/IGF1R axis is a key regulator of mammary remodeling during the dry period, offering new insights into the molecular basis of mammary gland functional transitions.

## 1 Introduction

Lactation is a critical physiological process essential for mammary gland development and function in mammals, involving complex molecular regulatory mechanisms, including proliferation, differentiation, secretion, and apoptosis of mammary epithelial cells (Zhao et al., 2019; Hannan et al., 2023). Dairy goats (*Capra hircus*), as important dairy livestock, undergo significant morphological and functional changes in their mammary tissues during lactating and non-lactating (dry) periods (Cvek et al., 1998; Jiang et al., 2022; Xuan et al., 2022). During lactation, mammary epithelial cells proliferate extensively and synthesize milk proteins, lactose, and lipids to maintain continuous milk secretion (Hannan et al., 2023). In contrast, during the dry period, the mammary gland undergoes involution and remodeling, characterized by apoptosis of mammary epithelial cells, matrix remodeling, and macrophage-mediated phagocytosis, laying the foundation for the initiation of the subsequent lactation cycle (Zwick et al., 2018; Jena et al., 2019). The transition of the mammary gland through different lactation stages (late gestation, early lactation, peak lactation, late lactation, and dry period) requires precise molecular and cellular regulation (Fan et al., 2021). In dairy animals, a comprehensive understanding of the mechanisms governing mammary development and remodeling not only contributes to improved lactation efficiency but also significantly enhances the functional longevity of the mammary gland (Wu et al., 2022). However, the molecular mechanisms underlying mammary gland development and remodeling remain incompletely understood, particularly the regulatory roles played by microRNAs (miRNAs), which merit further investigation.

miRNAs are a class of small non-coding RNA molecules approximately 18–25 nucleotides (nt) in length, which regulate numerous physiological processes by binding to the 3′untranslated regions (3′UTR) of messenger RNAs (mRNAs), resulting in mRNA degradation or translational repression (Jin et al., 2013). Accumulating evidence indicates that miRNAs play essential roles in mammary gland development, lactation, and involution. For example, chi-miR-143-3p promotes mammary epithelial cell apoptosis in dairy goats by targeting Ndfip1 (Ji et al., 2019b); Bta-miR-200a regulates milk fat biosynthesis in bovine mammary epithelial cells by inhibiting the PI3K/Akt signaling pathway through targeting IRS2 (Tan et al., 2024); miR-205 has been associated with mammary stem cell properties, and miR-205-deficient mice exhibit enhanced mammary gland development (Cataldo et al., 2023). Furthermore, miRNA-342 and miR-206 play important roles in mammary epithelial cell differentiation and milk synthesis (Weng et al., 2016; Wang J. et al., 2019), whereas miR-424 and chi-miR-3880 regulate apoptosis and inflammatory responses during mammary involution (Wang F. et al., 2019; Zhang et al., 2023). Although several studies have sequenced and characterized miRNAs in dairy goat mammary tissues at different lactation or dry-period stages—for instance, constructing two small RNA libraries from goat mammary tissues at peak lactation and the dry period and identifying 346 conserved miRNAs and 95 novel miRNAs, performing sequencing analyses of goat mammary tissues at various lactation stages (Ji et al., 2012; Mobuchon et al., 2015; Hou et al., 2017; Ji et al., 2017), and analyzing miRNA expression profiles at different stages of the dry period (Li et al., 2012; Jiang et al., 2022)—these studies predominantly focus on specific time points or stages, lacking a systematic and comprehensive analysis of miRNA regulatory mechanisms throughout the entire lactation cycle (encompassing both lactation and dry periods).

In recent years, transcriptome sequencing (RNA-seq) has become a powerful tool for studying gene expression regulation, systematically revealing dynamic changes in transcriptomes under different physiological conditions. The integration of miRNA sequencing (miRNA-seq) with mRNA transcriptome data analysis allows for the identification of differentially expressed miRNAs and their potential target genes. This combined approach has been applied in mammary gland studies of various animal species, including dairy goats (Yu S. et al., 2017; Xuan et al., 2023), sheep (Zandi et al., 2020), cows (Zeng et al., 2023), and donkeys (Fei et al., 2022), providing insights into the miRNA regulatory networks involved in lactation, involution, and remodeling processes. Therefore, this study aims to systematically characterize the dynamic expression profiles and potential regulatory mechanisms of miRNAs in dairy goat mammary tissues throughout the entire lactation cycle (including lactating and dry periods), and to construct regulatory networks of key miRNAs and their target genes, elucidating their functional roles in mammary gland development, lactation maintenance, involution, and remodeling. Small RNA sequencing and omics analyses of mammary tissues collected at critical stages—late gestation, early lactation, peak lactation, late lactation, and the dry period—combined with target gene prediction and functional annotation, will be used to comprehensively depict the temporal regulatory networks of miRNAs controlling mammary gland structure and function. The findings will enhance the understanding of miRNA-mediated regulatory mechanisms underlying mammary gland development and function in dairy goats, providing novel molecular targets for improving lactation efficiency and mammary gland health.

## 2 Materials and methods

### 2.1 Ethics statement

Two datasets were used in this study, each including miRNA sequencing (miRNA-seq) and mRNA transcriptome sequencing (RNA-seq) data. The first dataset was approved and supervised by the Animal Protection and Ethics Committee of Shandong Agricultural University (protocol number: SDAUA-2018–048) (Xuan et al., 2020). The second dataset was approved by the Animal Experimental Ethics Committee (Institutional Animal Care and Use Committee) of Qingdao Agricultural University (Yu S. et al., 2017).

### 2.2 Experimental animals and mammary tissue sample collection

In this study, a total of 15 samples from two goat mammary gland transcriptome datasets were analyzed (Supplementary Table S1), covering five developmental stages: late gestation, early lactation, peak lactation, late lactation, and the dry period, with three biological replicates for each stage. The first dataset included nine non-lactating mammary tissue samples obtained from previous research conducted during my doctoral studies. These samples came from nine healthy Laoshan dairy goats raised under uniform conditions at Qingdao Aote Farm (Qingdao, Shandong Province, China), aged between 3 years and 8 months to 4 years and 1 month, and in their third parity. Mammary tissues were collected following slaughter during late gestation (LG; n = 3, 140 days post-mating), late lactation (LL; n = 3, 240 days *postpartum*), and the dry period (DP; n = 3, 300 days *postpartum*). The tissue collection procedure was as follows: after intravenous injection of sodium pentobarbital (100 mg/kg), muscle relaxation occurred, followed by cessation of heartbeat and respiration. The animal was then rapidly dissected, and mammary gland tissue was collected from the same side of the udder. Total RNA was extracted using TRIzol™ reagent (Invitrogen, Carlsbad, CA) and analyzed for quality using an Agilent 2,100 Bioanalyzer (Agilent Technologies, Waldbronn, Germany), with only samples having RNA integrity values greater than 8 included in further analyses. Small RNA and mRNA sequencing libraries were prepared using the NEBNext^®^ Ultra™ RNA Library Prep Kit and TruSeq RNA Library Prep Kit v2 (Illumina, San Diego, United States), respectively, and sequenced on Illumina/Solexa and HiSeq 2,500 platforms. Data were deposited in the NCBI GEO database under accession numbers GSE243232 and GSE185981. The second dataset comprised mammary gland tissues collected from 2-year-old Laoshan dairy goats during early lactation (5 days *postpartum*) and peak lactation (30 days *postpartum*), with small RNA sequencing performed on the Illumina-HiSeq X Ten platform and mRNA sequencing conducted on the Illumina HiSeq 2,500 platform. Raw data were submitted to the NCBI SRA database with accession number PRJNA361394.

### 2.3 Quality control of sequencing data and alignment to the reference genome

Quality control of all samples was performed using FastQC software (version 0.11.9, Babraham Bioinformatics, Cambridge, United Kingdom) (Andrews, 2010), and high-throughput sequencing reads were processed with Trimmomatic software (version 0.39, USADEL Laboratory, Jülich, Germany) to remove adapter sequences, primers, poly-A tails, and low-quality reads (Bolger et al., 2014). The goat reference genome index (NCBI RefSeq assembly: GCF_001704415.2) was built using bowtie-build. The sequencing data were aligned to the goat reference genome using miRDeep2 software (Version 2.0.1.1, N. Rajewsky Lab, Berlin, Germany) (Friedländer et al., 2012) to identify known and novel miRNAs. Mature and precursor miRNA sequences required for alignment were obtained from the miRBase database (Kozomara et al., 2019). Newly identified miRNAs were merged with known miRNAs to create a comprehensive annotation reference file, and microRNA quantification was performed using the quantifier.pl script from the miRDeep2 package.

### 2.4 Identification of differentially expressed miRNAs

Low-expression miRNAs were filtered based on an expression threshold of FPKM ≥0.5. The miRNA family classifications were annotated according to the miRBase database. The distribution of miRNA lengths was visualized using the hist() function in R software (version 4.4.3). Principal component analysis (PCA) and relative log expression (RLE) analysis of mammary gland samples were performed using the RUVSeq package (version 1.40.0). Differential expression analysis was conducted using the edgeR package (version 4.4.2) across ten comparative groups: EL vs. LG, PL vs. LG, LL vs. LG, DP vs. LG, PL vs. EL, LL vs. EL, DP vs. EL, LL vs. PL, DP vs. PL, and DP vs. LL. miRNAs were considered differentially expressed if they satisfied the criteria of |log2Fold Change| > 1 and false discovery rate (FDR) < 0.05. The R package UpSetR (version 1.4.0) was used to generate Venn diagrams to illustrate the overlap of differentially expressed miRNAs among comparison groups. Additionally, a heatmap depicting the expression profiles of all differentially expressed miRNAs was generated using the pheatmap package (version 1.0.12) in R.

### 2.5 Temporal profiling of miRNA expression

To further investigate the expression patterns of differentially expressed miRNAs across five developmental stages in mammary gland tissues, we performed clustering analysis of these miRNAs using the c-means method implemented in the TCseq package (version 1.30.0). Additionally, we plotted line charts illustrating the expression levels of distinct miRNAs across five developmental stages.

### 2.6 Prediction of miRNA target genes and functional enrichment analysis

The miRanda software (version 3.3a) was used to predict the targeting relationships between miRNAs and differentially expressed mRNAs, with an energy threshold set at −10 and a score threshold set at 150 (Enright et al., 2003). The R package psych (version 2.2.3) was employed to calculate Pearson correlations between differentially expressed miRNAs and protein-coding genes, followed by significance testing. Protein-coding genes were filtered based on an absolute correlation value ≥0.5 and a *P*-value <0.05. Finally, the intersection of structural prediction results and expression correlation analyses was determined as the definitive miRNA-mRNA targeting relationships. The clusterProfiler package (version 4.12.6) was utilized to perform GO annotation and KEGG pathway enrichment analyses for genes within each cluster exhibiting miRNA-mRNA interactions (Wu et al., 2021). Bar plots and dot plots were generated to visualize the GO and KEGG enrichment results, respectively.

### 2.7 Construction of miRNA–target gene regulatory network

Based on the results of GO and KEGG analyses, potential target genes and their corresponding miRNAs associated with substance transport and synthesis, mammary gland development, cell growth and differentiation, lactation regulation, and apoptosis were selected. Cytoscape software (version 3.7.1) was used to construct a regulatory network between differentially expressed miRNAs and their target genes. Protein-protein interaction analysis was further performed on the target genes within the miRNA-mRNA network, and hub genes were identified using a degree threshold of ≥7. These hub genes and their regulatory miRNAs were visualized using Cytoscape software (Shannon et al., 2003). In addition, GO functional annotation and KEGG pathway enrichment analyses were conducted on the genes in the regulatory network to uncover the potential functions of miRNAs and their target genes, as well as their involvement in key regulatory pathways. The above analysis will provide theoretical support and experimental candidate targets for the subsequent validation of specific miRNA functions at the cellular level.

### 2.8 Culture of mammary epithelial cells

Mammary tissue was surgically collected from late-gestation goats and rinsed with sterile phosphate-buffered saline (PBS) to remove blood and debris. Adipose and connective tissues were carefully excised using ophthalmic scissors, and the remaining tissue was minced into small fragments (0.5–1 mm^3^). Primary goat mammary epithelial cells (GMECs) were cultured using a tissue explant method previously established in our laboratory. The cells were maintained in Dulbecco’s Modified Eagle Medium/Nutrient Mixture F-12 (DMEM/F-12) supplemented with 10% fetal bovine serum (FBS), 0.25 mM hydrocortisone, 5 μg/mL insulin (Sigma), 50 U/mL penicillin-streptomycin, and 10 ng/mL epidermal growth factor (EGF). Cultures were incubated at 37°C in a humidified atmosphere containing 5% CO_2_. GMECs were seeded into 6-well culture plates at a density of 3 × 10^5^ cells per well, and transfection experiments were conducted when the cells reached approximately 75% confluence.

### 2.9 Dual-luciferase reporter assay

Prior to validating the targeting relationship, chi-miR-423-3p and chi-miR-345-3p were individually overexpressed in primary goat mammary epithelial cells to evaluate their effects on the expression of the predicted target gene *IGF1R*. Subsequently, the interaction between chi-miR-423-3p and the 3′-untranslated region (3′UTR) of *IGF1R* (XM_018065947.1) was predicted using the miRanda software (version 3.3a). Candidate binding sites with a minimum free energy (MFE) ≤ −15 kcal/mol and a score ≥100 were selected. Primers containing restriction enzyme sites were designed to amplify the 3′UTR fragment of *IGF1R* by reverse transcription PCR (RT-PCR). The PCR product was digested with *Nhe I* and *Xba I* and cloned into the pmirGLO dual-luciferase reporter vector (Promega). Primary goat mammary epithelial cells were used for subsequent transfection experiments, with four groups established: the control group (Control) containing the empty pmirGLO vector; the wild-type group (WT) containing the native 3′UTR sequence of *IGF1R*; the mutant group (MT) with mutations in the predicted miRNA binding site; and a positive control group (miRNA_Positive) containing the reverse complement sequence of the miRNA. Dual-luciferase reporter assays were performed in 24-well plates, with each well receiving 300 ng of reporter construct and 30 pmol of miRNA mimic, co-transfected using Lipofectamine 3,000 (Invitrogen). Each condition was set up in triplicate. After 48 h, firefly and Renilla luciferase activities were measured using the Dual-Luciferase^®^ Reporter Assay System (Promega) on a GloMax^®^ 20/20 luminometer (Promega).

### 2.10 Analysis of cell apoptosis and cell cycle

Goat mammary epithelial cells were seeded in 6-well plates at a density of 3 × 10^5^ cells per well. At 48 h post-transfection, 5 μL of Annexin V-FITC and 10 μL of propidium iodide (PI) staining solution (Invitrogen) were added to each well, followed by incubation in the dark at room temperature for 10 min. Cell apoptosis and cell cycle analysis were subsequently performed using a BD flow cytometer (BD Biosciences). Flow cytometry data were analyzed with FlowJo software version 7.6.1 (BD Biosciences). In addition, Western blotting was conducted to assess the protein expression levels of caspase-3, Bax, and BCL-2 in cells collected 48 h after transfection.

### 2.11 Assessment of cell proliferation

Goat mammary epithelial cells were seeded into 96-well plates at a density of 8,000 cells per well. When cell confluency reached approximately 75%, transfection experiments were performed. Cell proliferation was assessed using the CCK-8 assay. Specifically, cells were harvested at 0, 24, 48, and 72 h post-transfection. At each time point, 10 μL of CCK-8 solution (Beyotime) was added to each well, followed by incubation at 37°C for 1 h. The absorbance at 450 nm was measured using a SpectraMax ID3 microplate reader (Molecular Devices). Line graphs representing cell proliferation activity were generated using GraphPad Prism software (version 8).

### 2.12 Western blot analysis

Total protein was extracted from mammary epithelial cells using RIPA lysis buffer (Beyotime). Protein concentrations were quantified using the bicinchoninic acid (BCA) assay (Beyotime) on a microplate reader (Molecular Devices) at 562 nm. Equal amounts of protein (20 μg per sample) were separated by Sodium Dodecyl Sulfate Polyacrylamide Gel Electrophoresis (SDS-PAGE) using a 10% separating gel and a 5% stacking gel (Beyotime), and subsequently transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked in 5% skim milk for 1.5 h, followed by incubation with primary antibodies specific to the target proteins at 4°C overnight. After three washes with TBST (1 × Tris-buffered saline containing Tween 20), membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies at room temperature for 50 min. Immunoreactive bands were visualized using enhanced chemiluminescence (ECL) reagent (Beyotime) and imaged with the Azure 300 chemiluminescence imaging system (Azure Biosystems). Protein expression levels were quantified using ImageJ software (version 1.48; NIH), with GAPDH serving as the internal loading control. Western blot images were first converted to 8-bit grayscale format, and background noise was eliminated through background subtraction to improve measurement accuracy. The measurement settings were configured to record parameters such as area, mean gray value, minimum and maximum gray values, and integrated density. The image scale was calibrated using pixels as the unit of measurement, and the images were then inverted to enhance the visibility of protein bands, allowing clear identification of each signal. Identical-sized rectangular regions were manually selected around each band to ensure consistency across measurements, and the integrated density of each band was determined. The relative expression of the target protein was calculated by normalizing its band intensity to that of the corresponding GAPDH band. Each sample was analyzed in triplicate, and the average value was used for subsequent statistical analysis. The antibodies used and their dilutions were as follows: anti-IGF1R (1:1,000, ab131487, Abcam), anti-p21 (1:1,000, ab109199, Abcam), anti-p53 (1:1,000, ab26, Abcam), anti-IRS1 (1:1,000, ab313437, Abcam), anti-CCND1 (1:1,500, #55506, CST), anti-GAPDH (1:2000, #2118, CST), anti-PI3K (1:1,000, #4257, CST), anti-p-PI3K (1:1,000, #17366, CST), anti-Akt (1:1,000, #4691, CST), anti-p-Akt (1:1,000, #4060, CST), anti-caspase-3 (1:2000, #14220, CST), anti-BCL-2 (1:1,000, ab182858, Abcam), anti-Bax (1:1,000, #2772, CST), and HRP-conjugated goat anti-rabbit IgG (1:2000, CW0103, CWBIO).

### 2.13 Real-time quantitative reverse transcription PCR (RT-qPCR)

Primers for genes and miRNAs were designed using NCBI Primer-BLAST and miRprimer software, respectively. Total RNA was isolated from mammary tissue using the Trizol method. Quantification of mRNA and miRNA was performed according to the instructions of the One Step TB Green^®^ PrimeScript™ RT-PCR Kit (Perfect Real Time) (Takara) and the Mir-X™ miRNA qRT-PCR TB Green™ Kit (Clontech), respectively. Reactions were carried out using the LightCycler^®^ 96 System (Roche). Primer amplification efficiencies were calculated by generating standard curves. The geometric mean of two reference genes (*GAPDH* and *MRPL39*), previously validated in related studies (Xuan et al., 2022), was used as a reliable normalization factor. Relative gene expression levels were calculated using a modified Pfaffl method (Pfaffl, 2001) (for detailed calculation steps, see: https://toptipbio.com/qpcr-multiple-reference-genes/). Primer sequences and their efficiencies are listed in Supplementary Table S2.

### 2.14 Statistical analysis

The Student’s t-test was used to test the significance of the difference between the experimental group and the control group; a *P* -value <0.05 indicated a significant difference.

## 3 Results

### 3.1 Basic statistical analysis of sequencing results

A total of 311,337,713 reads were obtained from 15 small RNA libraries through miRNA sequencing. 

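Of the small RNA libraries, those of late lactation (LL, 240 days postpartum), the dry period (DP, 300 days postpartum) and late gestation (LG, 140 days after mating) were analysed here, each stage with 3 goats and 1 library per goat. The libraries of early and peak lactation were not analysed here. The authors trimmed the reads, aligned them to the goat genome with miRDeep2, added the miRNAs it predicted to the known goat miRNAs of miRBase, and deposited the number of reads counted on each mature miRNA in each library, without normalization. The counts of a library summed to 17109582, 16451436 and 24616668 in LL, to 13672653, 23392916 and 22430144 in DP, and to 25441169, 21301913 and 34378995 in LG. At this depth, a miRNA with 0 counts in a library can have had up to 0.0873 to 0.219 CPM (counts relative to the library's total), the level that 3 counts give, which covers counting error only. Few miRNAs took most of the counts. The 10 most abundant miRNAs of a library held between 68.4% and 83.7% of them, and chi-miR-148a-3p alone held 53.6% ± 5.51 (SD, n = 3) in LL, 9.61% ± 1.07 (SD, n = 3) in DP and 42.5% ± 2.74 (SD, n = 3) in LG. No pair of libraries of 1 stage had counts alike within the sampling noise (chi-square per degree of freedom between 219 and 3940), as a library deposited under both labels would. Library sizes were scaled with edgeR's TMM method. The 696 miRNAs with at least 0.5 CPM in at least 3 libraries, 368 known and 328 predicted, were tested with edgeR's quasi-likelihood test in a fit of all 9 libraries. DE-miRNAs had an adjusted p-value (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change above 1. Levels below are CPM scaled by TMM, as mean ± SD of 3 goats, unless said otherwise, and standard errors (SE) of log2 fold changes are those implied by the test's F statistic. The scaling of the libraries moved the fold changes. The median log2 fold change of the 696 miRNAs was 0.18 for DP vs. LG, 0.12 for DP vs. LL and 0.17 for LL vs. LG with TMM, and −0.02, 0.49 and −0.42 when libraries were scaled by their size only.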

After filtering out low-quality reads, 291,099,958 clean reads were retained (Supplementary Table S1). The average mapping rate across libraries was 89%, with the lowest mapping rate ≥87%. In total, 1,120 miRNAs were identified, including 408 known and 712 novel miRNAs (Supplementary Table S3). Among these, 763 miRNAs were expressed across all five developmental stages (Figure 1A). 

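The deposited count table listed 1359 mature miRNAs, 436 known and 923 predicted, and 56 of them had 0 counts in all 9 libraries of LL, DP and LG. It held every one of the 1120 miRNAs of the paper's Supplementary Table S3. The other 239, of which 28 were known, had at most 16 counts in any library. Known miRNAs took between 98.5% and 99.1% of the counts of a library. The reference annotation of the same genome build gave a locus for 430 of the 436 known miRNAs. Counts equal in all 9 libraries to those of another listed miRNA were found for 86 miRNAs with counts, of which 35 were tested. For all 35, chance is excluded, since with equal means and Poisson counts at most 0.000755 such pairs were expected among all pairs of miRNAs with counts. chi-miR-199b-3p and chi-miR-199c-3p, for example, had 43611 to 523131 counts. The same reads were thus counted on more than 1 listed miRNA, and the values of the 35 are uncertain as those of separate miRNAs. Of the 51 that were not tested, chance is not excluded for 49.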

The highest number of expressed miRNAs (967) was observed at the peak lactation stage, while the lowest number was detected in the late gestation stage. 

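With a mean of at least 0.5 CPM over the 3 libraries of a stage as the limit, 659 miRNAs were expressed in LG (361 known, 298 predicted), 660 in DP (363 known, 297 predicted) and 632 in LL (344 known, 288 predicted). Of these, 573 were expressed in all 3 stages, while 21 passed the limit only in LL, 40 only in DP and 23 only in LG. The limit corresponds to between 6.84 and 17.2 counts, depending on the library. The numbers moved most with the limit. At least 1 count in any library of the stage gave 1260 miRNAs in LG, 1198 in DP and 1201 in LL, and at least 0.5 CPM in every library of the stage gave 605 in LG, 561 in DP and 554 in LL. With each library of a stage left out in turn, the number stayed between 645 and 668 in LG, 642 and 659 in DP and 621 and 639 in LL. The difference between LG and DP was smaller than these ranges.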

The miRNA length distribution ranged from 20 to 23 nucleotides, with 22-nt miRNAs being the most abundant (Figure 1C). Family analysis revealed that miRNAs from families such as let-7, mir-17, mir-3432, and mir-379 were particularly enriched (Figure 1D).

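The deposited table listed 16 mature miRNAs of the let-7 family. Together they took 22.0% ± 6.96 (SD, n = 3) of the counts of a library in DP, 11.5% ± 0.561 (SD, n = 3) in LG and 9.32% ± 1.78 (SD, n = 3) in LL. These are shares of all counts, so they also rise where chi-miR-148a-3p falls. The most abundant member over all libraries together was chi-let-7i-5p, with 7.58% of the counts in DP, 2.92% in LG and 3.53% in LL. In DP the most abundant miRNA of all was chi-miR-99a-5p with 13.0% ± 3.97 (SD, n = 3) of the counts. In LL and LG chi-miR-143-3p came second, with 6.57% ± 1.52 (SD, n = 3) and 6.70% ± 0.808 (SD, n = 3).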

**FIGURE 1:**
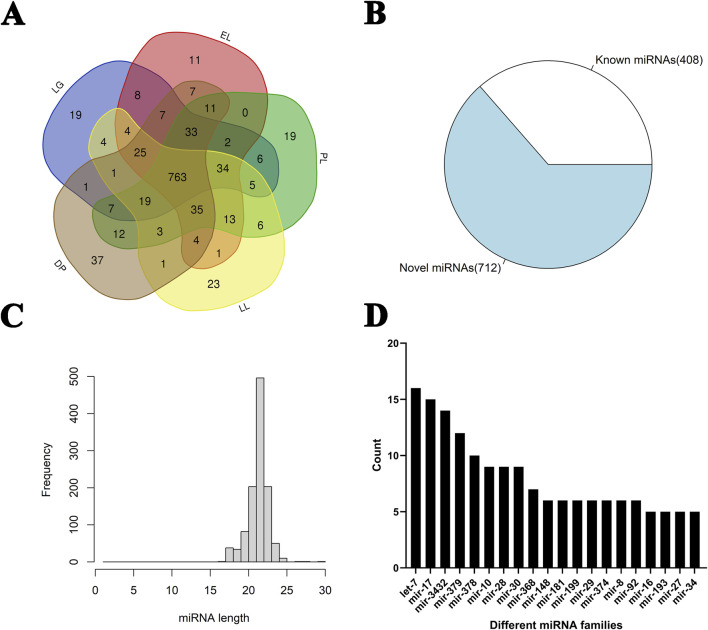
Identification and classification of miRNAs in goat mammary glands at different stages of the lactation cycle. **(A)** Venn diagram showing the distribution of identified miRNAs among five different stages of the lactation cycle in goat mammary glands: late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), and dry period (DP). **(B)** Pie chart showing the number of known and novel miRNAs identified across all samples. A total of 1,120 miRNAs were identified, including 408 known miRNAs and 712 novel miRNAs. **(C)** Length distribution of the identified miRNAs. Most miRNAs were 21–23 nucleotides in length, with 22 nt being the most frequent. **(D)** Bar chart displaying the number of members in the top 20 most abundant miRNA families. The let-7, mir-17, mir-3432, and mir-378 families showed high abundance across different lactation stages.

### 3.2 Identification of differentially expressed miRNAs

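In a principal component analysis of log2 CPM (prior count 2) of the 9 libraries of LL, DP and LG, PC1 held 37.7% and PC2 28.2% of the variance. DP lay apart from both other stages on PC1, between 17.1 and 22.2, against values of −15.7 to −9.39 in LL and −7.88 to −4.51 in LG. LL and LG lay apart on PC2, with 12.9 to 13.5 in LL and −17.1 to −14.9 in LG. The mean silhouette width of the stages on both components, which is 1 when groups are tight and far apart, was 0.859. None of the other splits of the 9 libraries into 3 groups of 3 reached it (exact permutation test over 280 splits, one-sided, p = 0.00357, the smallest p that 280 splits allow). The distances over all components moved the silhouette width most, to 0.351, with the same p from the exact permutation test.

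**Figure D1:**
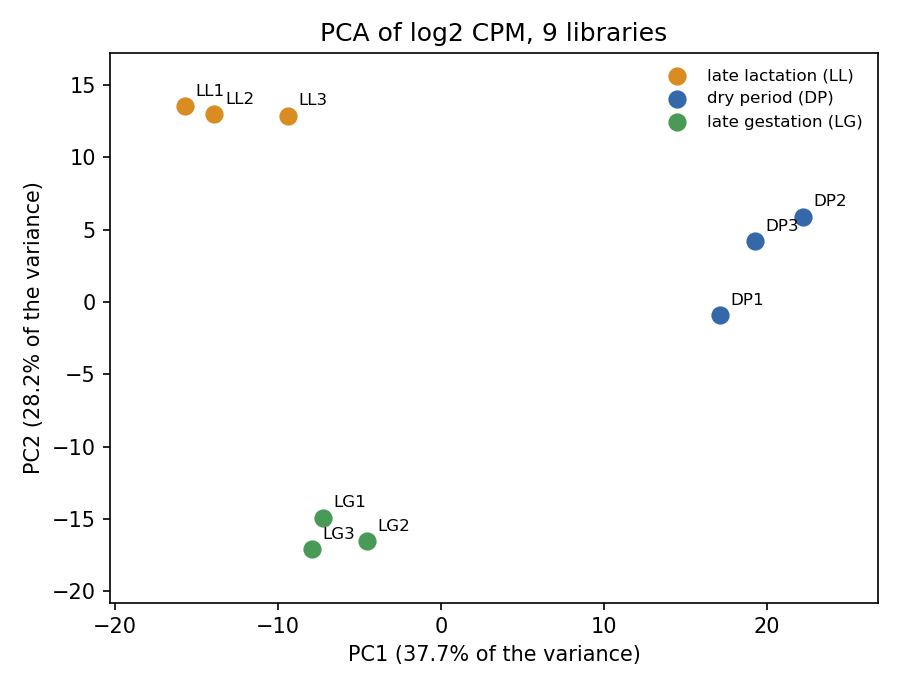
Principal components of log2 CPM of 9 mammary gland libraries. Each point is 1 goat, PC1 and PC2 are given with their share of the variance, and colours mark the stage. The 3 DP libraries lie at 17.1 or above on PC1, and LL and LG lie on opposite sides of 0 on PC2.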

Principal component analysis of miRNA expression profiles across all samples showed that samples from the same developmental stage clustered together (Figure 2A). 

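Across the comparisons among LL, DP and LG, 304 of the 696 tested miRNAs were differentially expressed in at least 1 comparison, 183 known and 121 predicted. With the libraries assigned to 3 groups of 3 at random, the largest number in 99 other splits was 151. The libraries of the 2 stages compared did not overlap in their level for 311 miRNAs in DP vs. LG, 287 in DP vs. LL and 337 in LL vs. LG, where chance gives 10% of 696. The alternative that moved the number most was a filter of at least 10 counts in every library, which left 483 miRNAs to test and gave 225.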

A total of 383 differentially expressed miRNAs (DE-miRNAs) were identified (Figure 2B; Supplementary Table S4). The largest number of DE-miRNAs was observed in the comparison between the DP and LG, with 129 miRNAs upregulated and 92 downregulated in the DP. 

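In DP vs. LG, 219 of the 696 tested miRNAs were differentially expressed, 150 higher and 69 lower in DP (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DP vs. LL the number was 186, with 105 higher and 81 lower in DP, and in LL vs. LG it was 89, with 62 higher and 27 lower in LL. DP vs. LG had the most DE-miRNAs of these 3 comparisons, except with libraries scaled by size only, where DP vs. LL had 224 and DP vs. LG 201, and in the 3 fits without 1 LG library, where DP vs. LL had 168 to 174 and DP vs. LG 152 to 164. The numbers higher and lower moved with the scaling. For DP vs. LG, they were 130 and 91 with the upper quartile, 116 and 85 by library size only, and 113 and 99 when chi-miR-148a-3p was left out of the libraries before TMM. For DP vs. LL, library size only gave 165 and 59, and leaving out chi-miR-148a-3p gave 81 and 94. For LL vs. LG, the upper quartile gave 51 and 40, library size only 30 and 90, and leaving out chi-miR-148a-3p 48 and 43. They also moved when single libraries were left out. Higher in DP than in LG were 95, 94 and 87 without LG replicate 1, 2 or 3, and lower 114 without DP replicate 1. Leaving out LL replicate 1, 2 or 3, which are in neither stage, gave 116 and 81, 118 and 82, and 119 and 83. The median log2 fold change of DP vs. LG, 0.18 with all libraries, was then 0.05, 0.04 and 0.04. The split in DP vs. LG thus also moved with libraries outside the comparison. Higher in DP than in LL were 61 without LL replicate 1 and 64 without LL replicate 2, and without DP replicate 1 more were lower (108) than higher (84). In LL vs. LG, the number higher was between 20 and 40 in each fit without 1 library of LL or LG, and the number lower was 12 without LL replicate 1 or 2 and 49, 51 and 54 without DP replicate 1, 2 or 3. The number of all DE-miRNAs in LL vs. LG fell in every fit without 1 library of LL or LG. It was 33, 36 and 63 without LL replicate 1, 2 or 3, and 54, 60 and 41 without LG replicate 1, 2 or 3. Each of these fits has 1 goat fewer in a compared stage, so the fall does not single out particular libraries. Without DP replicate 1, 2 or 3 the number rose to 125, 103 and 106.

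**Figure D2:**
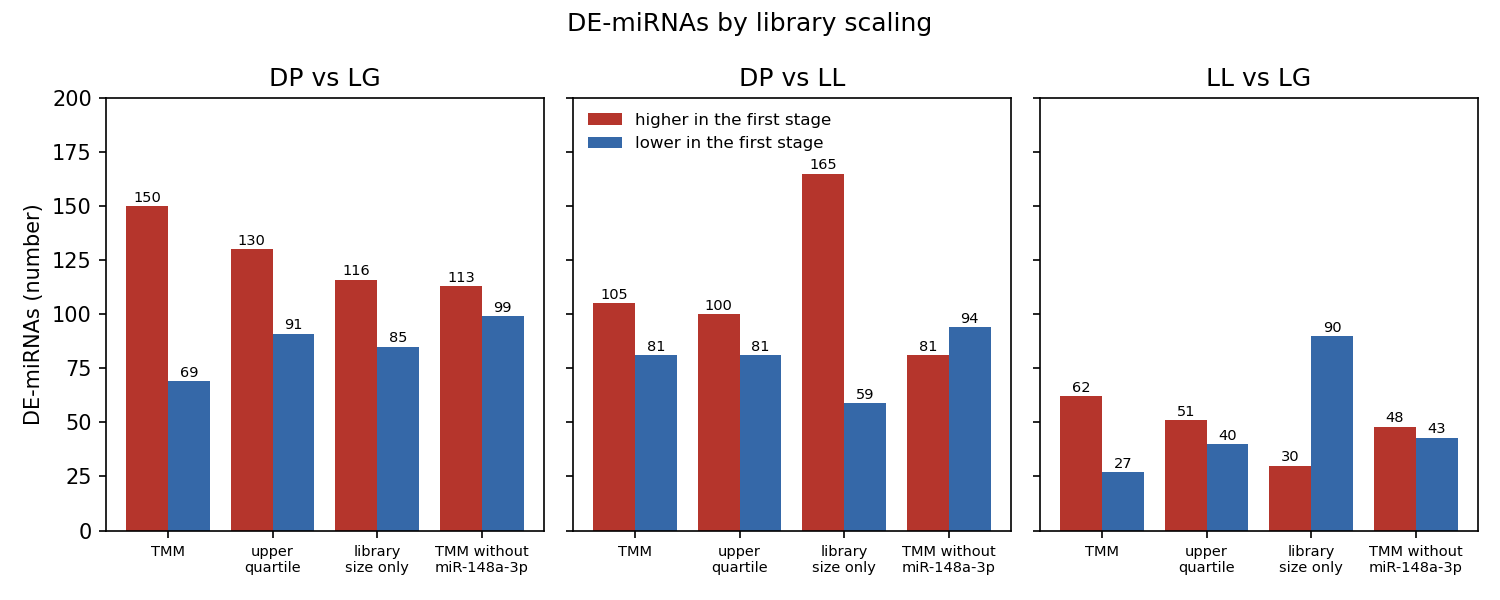
Number of DE-miRNAs (vertical axis) in DP vs. LG, DP vs. LL and LL vs. LG under 4 ways of scaling the libraries (horizontal axis). Red bars count miRNAs higher and blue bars miRNAs lower in the first stage named. In LL vs. LG, 62 were higher and 27 lower with TMM, against 30 and 90 by library size only.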

The fewest DE-miRNAs were detected in the comparison between LL and PL.

**FIGURE 2:**
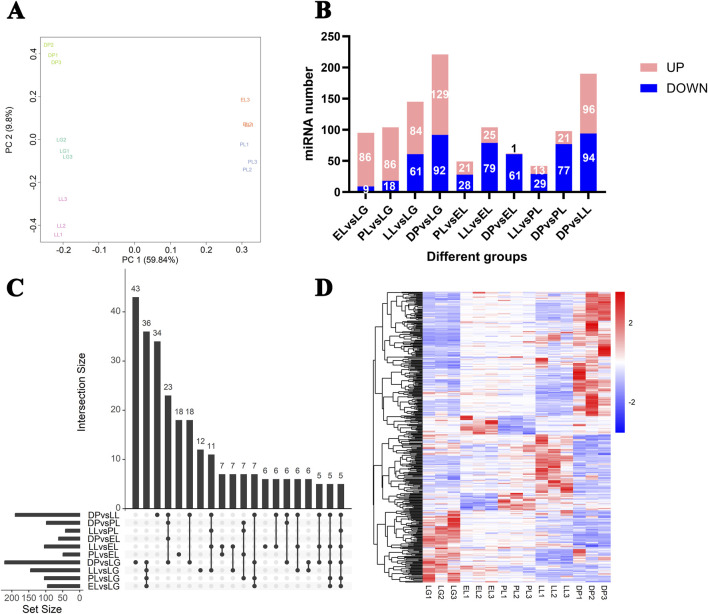
Analysis of differentially expressed miRNAs in goat mammary glands at different stages of the lactation cycle. **(A)** Principal component analysis (PCA) of miRNA expression profiles from mammary gland tissues at different physiological stages, showing clear separation among five stages. **(B)** Bar plot showing the number of differentially expressed (DE) miRNAs in pairwise comparisons between different physiological stages. Red bars indicate upregulated miRNAs, and blue bars indicate downregulated miRNAs. **(C)** UpSet plot showing the intersection of differentially expressed miRNAs among all pairwise comparisons. The vertical bars represent the number of DE miRNAs shared by the groups connected by black dots, and the horizontal bars represent the total number of DE miRNAs in each comparison. **(D)** Hierarchical clustering heatmap of the all differentially expressed miRNAs across all samples. Each row represents one miRNA, and each column represents one biological replicate from different physiological stages. Red indicates high expression, and blue indicates low expression.

Notably, EL vs. LG, DP vs. LL, and DP vs. LG represent three key transitions: lactation initiation, lactation cessation, and the onset of mammary gland remodeling, respectively. In the comparison between EL and LG (Supplementary Table S4), several known miRNAs, including chi-miR-1, chi-miR-3432-5p, chi-miR-223-5p, chi-miR-708-5p, chi-miR-146b-3p, and chi-miR-34c-5p, were significantly upregulated. In addition, novel miRNAs NC_030826.1_25425, NC_030815.1_12105, and NC_030828.1_27534 were highly upregulated with fold changes greater than 128. Conversely, known miRNAs chi-miR-30f-3p, chi-miR-30f-5p and novel miRNAs NC_030808.1_1640, NC_030809.1_1828 were significantly downregulated.

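The data for DP vs. LL cover 6 known and 3 predicted miRNAs that were higher in DP. The most abundant was chi-miR-99a-5p, whose gene lies on chromosome 1 from 19043079 to 19043159 (ARS1.2) within a long non-coding RNA gene (LOC102176916). Its level was 36999.9 ± 10685 CPM in LL and 127446 ± 50569 CPM in DP, a log2 fold change of 1.78 (SE 0.30, adjusted p = 0.00185). For chi-miR-218 the level was 252 ± 70.8 CPM in LL and 835 ± 159 CPM in DP, with a log2 fold change of 1.73 (SE 0.26, adjusted p = 0.000977). The largest rise among the known ones was that of chi-miR-206 (chromosome 23 from 24591610 to 24591695), from 3.43 ± 1.57 to 23.5 ± 8.43 CPM, with a log2 fold change of 2.76 (SE 0.57, adjusted p = 0.00515). chi-miR-147-5p rose by a log2 fold change of 2.73 from a level of 0.550 ± 0.344 CPM. The libraries of DP and LL overlapped for chi-miR-105a and chi-miR-34b-3p. Their log2 fold changes were 1.93 (SE 0.64, adjusted p = 0.0441) and 2.57 (SE 0.72, adjusted p = 0.0219), and both lost significance in several fits. For chi-miR-105a these were the fits without LL replicate 1, LL replicate 2, DP replicate 1, DP replicate 2 or LG replicate 2, and for chi-miR-34b-3p those without LL replicate 1, LL replicate 2 or DP replicate 1. Without DP replicate 2 the log2 fold change of chi-miR-105a was 1.55 (adjusted p = 0.105 from edgeR's test, and up to 0.118 in the fits without 1 library). Without DP replicate 1 that of chi-miR-34b-3p was 1.74 (adjusted p = 0.0801, the highest in these fits). Of the predicted miRNAs, named by the sequence they were found on, NC_030828.1_27139 rose from 37.4 ± 11.4 to 149 ± 46.8 CPM (log2 fold change 1.99). NC_030820.1_17538 and NC_030823.1_21668 had at most 10 counts in any LL library and log2 fold changes of 2.02 (SE 0.41) and 3.59 (SE 0.74).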

In the comparison between the DP and LL, several known miRNAs including chi-miR-99a-5p, chi-miR-206, chi-miR-218, chi-miR-147-5p, chi-miR-105a, and chi-miR-34b-3p, as well as novel miRNAs NC_030828.1_27139, NC_030820.1_17538, and NC_030823.1_21668, were upregulated during the DP with fold changes greater than 16. On the other hand, known miRNAs chi-miR-148a-3p, chi-miR-30f-3p, chi-miR-146b-3p, chi-miR-122, and novel miRNAs NC_030828.1_27538, NC_030828.1_27537, and NC_030812.1_7001 were downregulated in the DP, with fold changes exceeding 256.

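In the deposited counts, chi-miR-148a-3p (chromosome 4 from 50269709 to 50269793, within the long non-coding RNA gene LOC108635844) was the most abundant miRNA of LL, with 676479 ± 137882 CPM, and had 92624 ± 6268 CPM in DP. The log2 fold change was −2.87 (SE 0.22, adjusted p = 2.49e-05), and the lowest count of a DP library was 1480168. chi-miR-30f-3p (chromosome 14 from 92162547 to 92162630, in no other annotated gene) fell from 64.4 ± 3.11 to 16.3 ± 2.86 CPM, with a log2 fold change of −1.98 (SE 0.25, adjusted p = 0.000336). For chi-miR-146b-3p and chi-miR-122 the log2 fold changes were −2.78 (SE 0.64, adjusted p = 0.00909) and −2.55 (SE 0.65, adjusted p = 0.0135). The predicted NC_030828.1_27538 and NC_030828.1_27537 had 115 ± 42.2 and 118 ± 42.5 CPM in LL and 3.57 ± 1.62 and 3.90 ± 1.75 CPM in DP. Their log2 fold changes were −5.01 (SE 1.06, adjusted p = 0.00576) and −4.92 (SE 1.07, adjusted p = 0.00668). The counts of this pair differed by at most 9.52% in any library, so their reads may be shared and the values are uncertain as those of separate miRNAs. NC_030812.1_7001 had 59 to 67 counts in LL and 0, 0 and 1 in DP, and was at least 26.2-fold lower in DP, computed against a floor of 3 counts. All 7 kept their call in each fit without 1 library.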

In the comparison between the DP and LG, known miRNAs chi-miR-1, chi-miR-3432-5p, chi-miR-708-5p, chi-miR-34c-5p, and chi-miR-29b-3p, along with novel miRNAs NC_030815.1_12105, NC_030828.1_27534, and NC_030831.1_30149, were significantly upregulated during the DP with fold changes greater than 128. Conversely, chi-miR-148a-3p, chi-miR-30f-3p, chi-miR-381, chi-miR-30f-5p, and novel miRNAs NC_030835.1_32988, NC_030811.1_6576, and NC_030826.1_25423 were significantly downregulated, with fold changes greater than 14.

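In DP vs. LG, chi-miR-3432-5p rose from 102 ± 9.70 to 394 ± 44.7 CPM, a log2 fold change of 1.95 (SE 0.29, adjusted p = 0.000731). The rise of chi-miR-29b-3p, from 42.5 ± 5.92 to 255 ± 61.9 CPM, had a log2 fold change of 2.59 (SE 0.29, adjusted p = 0.000197). chi-miR-708-5p had 16.1 ± 5.18 CPM in LG and 86.2 ± 23.2 CPM in DP (log2 fold change 2.42 (SE 0.44, adjusted p = 0.00181)). The predicted NC_030815.1_12105, NC_030828.1_27534 and NC_030831.1_30149 had log2 fold changes of 2.32 (SE 0.30), 2.19 (SE 0.32) and 2.81 (SE 0.52). A single library set the size of the remaining changes. chi-miR-1 (chromosome 13 from 54063787 to 54063879) had 73944 counts in DP replicate 3 and 13959 and 20642 in the others of DP. Its log2 fold change of 2.07 (SE 0.45, adjusted p = 0.00552) fell to 0.95 (adjusted p = 0.0138 from edgeR's quasi-likelihood test) without that library and was then under the limit on the fold change. chi-miR-34c-5p had 1412 counts in DP replicate 1 and 245 and 175 in the others of DP. The log2 fold change of 2.89 (SE 0.79, adjusted p = 0.0161) became 0.79 (adjusted p = 0.0713 from edgeR's test) without DP replicate 1. It also lost significance, at log2 fold changes of 2.55, 2.69 and 2.65, without LG replicate 1 (adjusted p = 0.0621), 2 (adjusted p = 0.0623) or 3 (adjusted p = 0.0581). With limma-voom the adjusted p of chi-miR-34c-5p was 0.061.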

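Relative to LG, where chi-miR-148a-3p had 353769.7 ± 40664 CPM, its level in DP gave a log2 fold change of −1.93 (SE 0.21, adjusted p = 0.000159). chi-miR-30f-3p had 173 ± 22.2 CPM in LG and a log2 fold change of −3.41 (SE 0.26, adjusted p = 2.16e-05), and chi-miR-30f-5p, from the other arm of the same hairpin, fell from 2207 ± 339 to 444 ± 41.0 CPM (log2 fold change −2.32 (SE 0.23, adjusted p = 0.000134)). Among the predicted miRNAs, NC_030835.1_32988, NC_030811.1_6576 and NC_030826.1_25423 had 93.4 ± 9.81, 16.5 ± 1.14 and 21.1 ± 12.3 CPM in LG and log2 fold changes of −1.74 (SE 0.30), −4.59 (SE 0.65) and −3.61 (SE 0.51). For chi-miR-381 (chromosome 21 from 65207961 to 65208088) no difference beyond the spread was found. The level was 62.4 ± 9.44 CPM in LG and 41.2 ± 48.7 CPM in DP, a log2 fold change of −0.60 (SE 0.67, adjusted p = 0.549). It had 1550 counts in DP replicate 1 and 233 and 355 in the others of DP, and without DP replicate 1 the log2 fold change was −2.44 (adjusted p = 0.000575 from edgeR's test).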

An UpSet plot (Figure 2C) showed the distribution of DE-miRNAs across different comparison groups, and a heatmap (Figure 2D) illustrated the dynamic expression changes of the 383 DE-miRNAs across the five developmental stages.

### 3.3 Target genes prediction and expression analysis of differentially expressed miRNAs

Using the miRanda software, a total of 2,121,562 miRNA–mRNA structural targeting relationships were predicted (score ≥150, energy ≤ −15), while correlation analysis identified 243,723 miRNA–mRNA quantitative targeting relationships (*P* < 0.05, |correlation| ≥ 0.5). The intersection of these two methods yielded 33,283 high-confidence miRNA–mRNA pairs (Supplementary Table S5). Clustering analysis of DE-miRNAs across various physiological stages identified six distinct expression patterns (Figure 3; Supplementary Table S6). Specifically, Cluster 1 (20 miRNAs) and Cluster 5 (108 miRNAs) showed high expression levels during the dry period (DP); Cluster 2 (94 miRNAs) was predominantly expressed in late lactation (LL); Cluster 3 (29 miRNAs) exhibited a marked upregulation during early lactation (EL), while Cluster 4 (74 miRNAs) and Cluster 6 (28 miRNAs) showed elevated expression in late gestation (LG). These findings highlight the stage-specific expression characteristics of miRNAs in mammary gland tissue.

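The members of the clusters in Supplementary Table S6 were looked up in the deposited counts of LL, DP and LG, with each library scaled by its size. The paper chose the members on these libraries among others, so the shares below are a description and not a test; chance would give 1 in 3 stages. Of the 50 members the table lists for Cluster 1, 48 (96.0%) had their highest mean CPM in DP, and all 108 members of Cluster 5 (100%) did. With TMM the share was 76.0% for Cluster 1, where the other 12 members were highest in LL, and 100% for Cluster 5. In DP vs. LG the median log2 fold change was 1.90 over the 41 tested members of Cluster 1 and 1.61 over the 93 tested members of Cluster 5. In DP vs. LL it was 0.34 for Cluster 1, of which no member was differentially expressed, and 1.46 for Cluster 5, of which 65 were. From the patterns of the 6 clusters the paper concludes that miRNAs are expressed in a stage-specific way in the mammary gland.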

**FIGURE 3:**
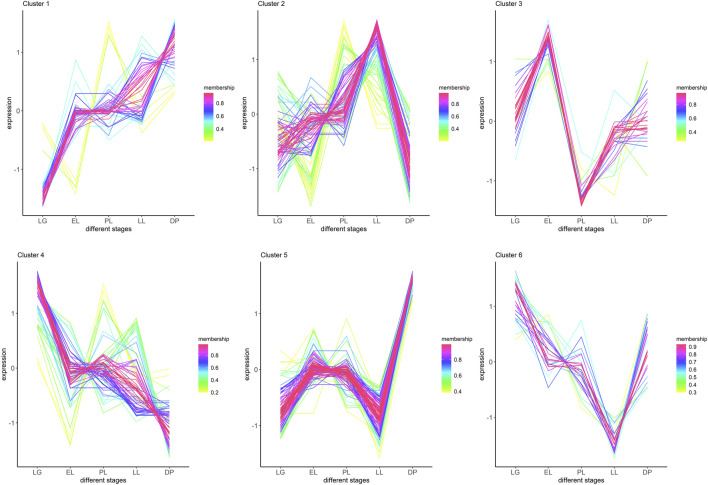
Clustering of differentially expressed miRNAs based on their expression patterns across lactation cycle stages. Differentially expressed miRNAs were grouped into six clusters using time-series expression pattern analysis. The x-axis represents different physiological stages: late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), and dry period (DP). The y-axis indicates standardized expression levels (Z-score). Each colored line represents an individual miRNA, with color intensity indicating the membership value (confidence of assignment to the cluster). Clusters show distinct temporal expression trends across lactation cycle stages, suggesting stage-specific regulatory roles for different miRNA subsets.

### 3.4 Functional enrichment analysis of miRNA target genes

The molecular functions of target genes of DE-miRNAs were analyzed using GO, and their involvement in signaling pathways was investigated through KEGG pathway enrichment analysis to elucidate the major functions and regulatory pathways of DE miRNAs (Supplementary Figures S2–S6; Supplementary Table S7). miRNAs in Cluster 1 and Cluster 5 were specifically highly expressed during the DP. In Cluster 1 (Figure 4), GO terms related to substance metabolism, including tricarboxylic acid cycle, organic acid catabolic process, carboxylic acid catabolic process, mitochondrial transmembrane transport, and response to peptide hormone, were significantly enriched. KEGG pathways such as citrate cycle (TCA cycle), propanoate metabolism, carbon metabolism, lysine degradation, and N-Glycan biosynthesis, all related to substance synthesis and metabolism, were also significantly enriched.

**FIGURE 4:**
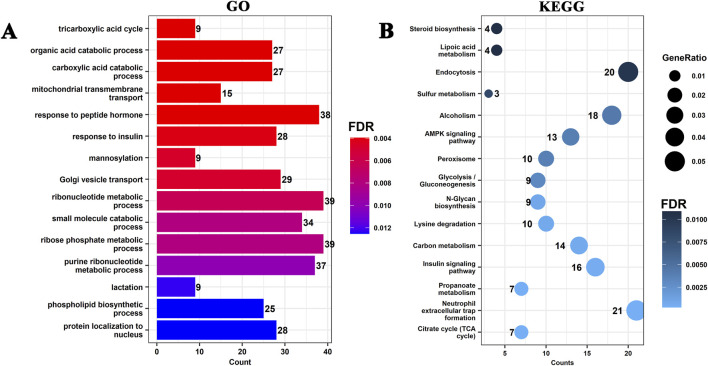
Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 1. **(A)** Gene Ontology (GO) enrichment analysis of target genes associated with Cluster 1 miRNAs. The top enriched GO terms (biological processes) are shown, with the x-axis representing the number of genes (Count) and the color indicating the significance level (FDR). **(B)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of Cluster 1 target genes. The size of the dots represents the GeneRatio (ratio of target genes enriched in the pathway), and the color represents the FDR.

In Cluster 5 (Supplementary Figure S5), GO terms such as sterol biosynthetic process, cholesterol biosynthetic process, secondary alcohol biosynthetic process, secondary alcohol metabolic process, small molecule catabolic process, and sterol metabolic process were significantly enriched. Enriched KEGG pathways included steroid biosynthesis, biosynthesis of amino acids, fatty acid metabolism, cysteine and methionine metabolism, terpenoid backbone biosynthesis, and protein export. These miRNAs may regulate energy metabolism, lipid synthesis, amino acid metabolism, and cell communication, thereby promoting metabolic remodeling and structural reorganization of the mammary gland during the DP, laying the foundation for regeneration in the subsequent lactation cycle.

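Of the 94 miRNAs of Cluster 2, 92 had counts in LL, DP or LG, and 73 of these (79.3%) had their highest mean CPM in LL, 13 in LG and 6 in DP, with each library scaled by its size. With TMM the share highest in LL was 96.7%, and among the 36 members with at least 10 counts in every library it was 69.4%. Over the 63 tested members, the median log2 fold change was 1.08 in LL vs. LG and −1.74 in DP vs. LL. Of these, 23 were differentially expressed in LL vs. LG and 39 in DP vs. LL.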

miRNAs in Cluster 2 were specifically highly expressed in the LL (Supplementary Figure S2). GO terms such as ncRNA processing, nucleocytoplasmic transport, nuclear transport, histone modification, ribonucleoprotein complex biogenesis, and ribosome biogenesis were significantly enriched. KEGG pathways such as endocytosis, focal adhesion, proteoglycans in cancer, regulation of actin cytoskeleton, notch signaling pathway, and hepatitis B were also significantly enriched. These miRNAs may regulate nucleic acid metabolism, cytoskeleton remodeling, endocytosis, and Notch signaling in mammary epithelial cells, thus contributing to functional adjustments of the mammary gland during late lactation and providing a molecular regulatory mechanism for lactation cessation and mammary gland remodeling.

miRNAs in Cluster 3 were specifically highly expressed during the EL (Supplementary Figure S3). GO terms such as actin filament bundle, cluster of actin-based cell projections, ruffle membrane, and phagophore assembly site were significantly enriched. KEGG pathways including terpenoid backbone biosynthesis, autophagy–animal, AMPK signaling pathway, longevity regulating pathway, and spinocerebellar ataxia were also significantly enriched. These miRNAs may regulate cytoskeleton remodeling, autophagy, and energy metabolism in mammary epithelial cells, enhancing secretory function in early lactation and maintaining mammary gland homeostasis through hormone metabolism and longevity-related pathways to meet the high metabolic demands of the lactation period.

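Of the 74 members of Cluster 4, every one had its highest mean CPM in LG among LL, DP and LG with libraries scaled by size, and 87.8% did with TMM. Of the 28 members of Cluster 6, 26 (92.9%) were highest in LG by library size and 18 (64.3%) with TMM, where the other 10 were highest in DP. Cluster 6 also moved with single libraries, to 64.3% without DP replicate 2 and likewise without DP replicate 3. The median log2 fold change in DP vs. LG was −1.71 over the 56 tested members of Cluster 4, of which 39 were differentially expressed, and −0.23 over the 24 tested members of Cluster 6, of which 0 were. In LL vs. LG it was −0.64 for Cluster 4 and −1.29 for Cluster 6.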

miRNAs in Cluster 4 and Cluster 6 were specifically highly expressed during the LG. In Cluster 4 (Supplementary Figure S5), GO terms such as cell-substrate adhesion, small GTPase mediated signal transduction, regulation of small GTPase mediated signal transduction, cell-matrix adhesion, and positive regulation of cell adhesion were significantly enriched. KEGG pathways such as focal adhesion, proteoglycans in cancer, regulation of actin cytoskeleton, PI3K-Akt signaling pathway, and ECM-receptor interaction were significantly enriched. In Cluster 6 (Supplementary Figure S6), miRNA target genes were significantly enriched in GO terms such as manganese ion transport, manganese ion transmembrane transport, transition metal ion transport, and carbohydrate transport. KEGG pathways including biosynthesis of amino acids, steroid biosynthesis, ferroptosis, adipocytokine signaling pathway, and fatty acid biosynthesis were significantly enriched. miRNAs in Cluster 4 may regulate cell adhesion, migration, and cytoskeleton remodeling of mammary epithelial cells, promoting the maturation of ducts and alveoli and preparing structurally for secretory function in lactation. miRNAs in Cluster 6 may regulate the metabolism of metal ions, carbohydrates, amino acids, and lipids, enhancing nutrient uptake and biosynthetic capacity of the mammary gland to ensure efficient metabolism and secretion during lactation.

### 3.5 Regulatory network analysis of key genes and miRNAs related to mammary gland development

Based on GO and KEGG annotation of target genes, a regulatory network related to mammary gland development was constructed using Cytoscape, comprising 77 miRNAs, 20 genes, and 29 mRNAs (Figure 5A). In the PPI network (Figure 5B), five hub genes were identified: *IGF1R*, *ESR1*, *SRC*, *PIK3CA*, and *AKT1*. 

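Among the miRNAs predicted to regulate IGF1R, chi-miR-1307-3p (chromosome 26 from 27776580 to 27776728, within the protein-coding gene USMG5) had 78.5 ± 12.1 CPM in LG, 66.0 ± 4.49 CPM in LL and 36.8 ± 3.58 CPM in DP, with a log2 fold change of −1.09 (SE 0.24, adjusted p = 0.00526) in DP vs. LG. For chi-miR-340-5p (chromosome 7 from 107566319 to 107566424, within RNF130) the log2 fold change was −0.33 (SE 0.28, adjusted p = 0.415), a difference within the spread of the libraries. Its size moved with single libraries, between −0.81 and −0.25 across the fits without 1 library, and it was differentially expressed in none of them. The predicted NC_030809.1_1901 had 3 to 6 counts in the DP libraries and 20 to 75 in LG (log2 fold change −2.41 (SE 0.52, adjusted p = 0.00526)). NC_030815.1_12280 had 37.2 ± 14.8 CPM in LG and 18.1 ± 1.09 CPM in DP, and its log2 fold change of −1.04 (SE 0.35, adjusted p = 0.0403) became −0.84 (adjusted p = 0.107 from edgeR's test) without LG replicate 3 and −1.16 (adjusted p = 0.0556) without DP replicate 2, significant in neither. NC_030815.1_11506 had 12 to 22 counts in LL, at most 3 in LG and 0 in DP, so no fold change is given for DP vs. LG. NC_030810.1_4496 had at most 5 counts in any library and was not tested. The IGF1R gene itself lies on chromosome 21 from 7038506 to 7343433 (ARS1.2). Of the 15 tested miRNAs named as regulators of the hub genes, 12 had a lower fitted level in DP than in LG. An adjusted p under 0.05 from edgeR's test was found for 10 over all miRNAs tested, against 12 adjusted over the list alone. This is not independent evidence, because the paper chose the list on these libraries. These numbers include NC_030815.1_11506, which had at most 3 counts in every DP and LG library. It lost significance without DP replicate 2 (adjusted p = 0.0556 from edgeR's test), LG replicate 1 (0.0517) or LG replicate 2 (0.0532).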

Bioinformatic predictions indicated that *IGF1R* is regulated by known miRNAs chi-miR-423-3p, chi-miR-345-3p, chi-miR-1307-3p, and chi-miR-340-5p, as well as novel miRNAs NC_030809.1_1901, NC_030810.1_4496, NC_030815.1_11506, and NC_030815.1_12280 (Figure 5C). *ESR1* is targeted by known miRNAs chi-miR-200b, chi-miR-543-3p, and chi-miR-2404, and also by novel miRNAs NC_030829.1_28201, NC_030835.1_32988, and NC_030810.1_5013. 

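In DP vs. LG, chi-miR-200b (chromosome 16 from 49824216 to 49824295) had 19739.8 ± 812 CPM in LG and 10917 ± 2794 CPM in DP, a log2 fold change of −0.85 (SE 0.22, adjusted p = 0.013) that was under the limit on the fold change with TMM. It passed that limit with the upper quartile (−1.01) and by library size only (−1.06). chi-miR-543-3p had a log2 fold change of −0.89 (SE 0.33, adjusted p = 0.0557) with TMM and of −1.02 with the upper quartile, where it was differentially expressed. chi-miR-2404 had 1.28 ± 0.379 CPM in LG and 0.675 ± 0.411 CPM in DP, a difference that was not detectable beyond the spread (log2 fold change −0.91 (SE 0.46, adjusted p = 0.152)). Without DP replicate 2 it was −1.66 (adjusted p = 0.0172 from edgeR's test). The predicted NC_030810.1_5013 fell from 20.2 ± 9.20 to 4.92 ± 1.51 CPM (log2 fold change −2.03 (SE 0.42, adjusted p = 0.00419)). NC_030829.1_28201 had at most 12 counts in any library and was not tested.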

*SRC* is regulated by chi-miR-2411-5p; *PIK3CA* is targeted by NC_030824.1_22296 and NW_017189516.1_34430; *AKT1* is regulated by NC_030818.1_15717. 

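The level of chi-miR-2411-5p was 7.97 ± 1.33 CPM in LL, 4.61 ± 1.28 CPM in DP and 3.77 ± 0.304 CPM in LG. Between DP and LG its log2 fold change was 0.29 (SE 0.31, adjusted p = 0.532), and the sign changed when chi-miR-148a-3p was left out (−0.0084) and without DP replicate 3 (−0.18). NC_030824.1_22296 had 0.474 ± 0.109 CPM in LG and 1.48 ± 0.454 CPM in DP (log2 fold change 1.64 (SE 0.41, adjusted p = 0.011)). It lost significance without DP replicate 3 (1.15, adjusted p = 0.069 from edgeR's test), LG replicate 1 (1.39, adjusted p = 0.0767) or LG replicate 3 (1.45, adjusted p = 0.0787). NW_017189516.1_34430 had a log2 fold change of 1.00 (SE 0.36, adjusted p = 0.0525). Across the fits without 1 library it lay between 0.54 and 1.02, with an adjusted p of up to 0.256 from edgeR's test. NC_030818.1_15717 had at most 4 counts in any library and was not tested.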

Among the 20 genes, 15 were significantly enriched in the PI3K-Akt signaling pathway (Figure 6A), with *IGF1R* located upstream and specifically highly expressed during the dry period. Therefore, subsequent mammary epithelial cell experiments will focus on *IGF1R* and its regulatory miRNAs.

**FIGURE 5:**
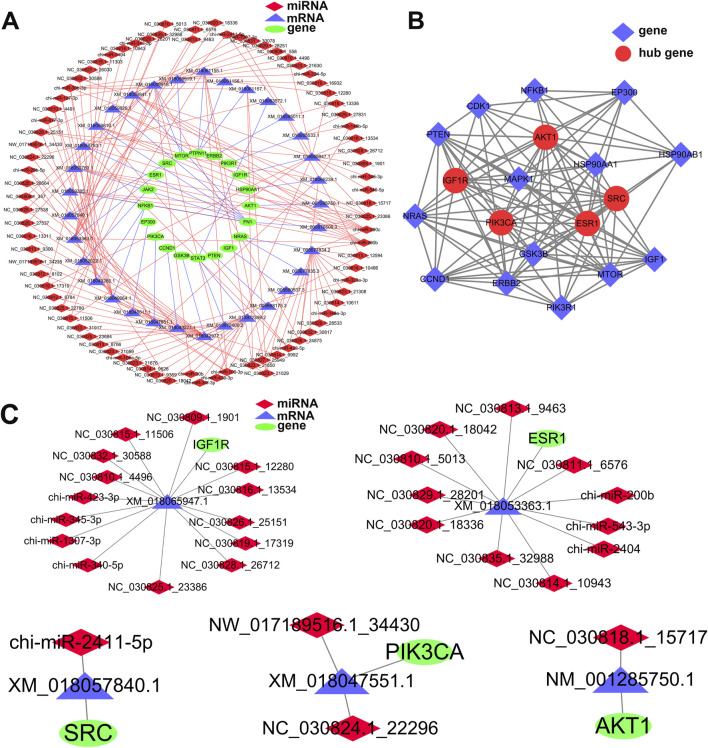
Regulatory and interaction networks of differentially expressed miRNAs and their target genes related to mammary gland development. **(A)** Regulatory network of differentially expressed miRNAs and their predicted target genes involved in mammary gland development. Red diamonds represent differentially expressed miRNAs, blue triangles represent mRNAs, and green ellipses represent target genes. Edges indicate regulatory relationships. **(B)** Protein-protein interaction (PPI) network analysis of miRNA target genes. Five hub genes (*AKT1*, *PIK3CA*, *IGF1R*, *ESR1*, and *SRC*) were identified based on their centrality in the network. Red circles represent hub genes, and blue diamonds represent other interacting genes. **(C)** Regulatory subnetwork showing the five hub genes and their associated differentially expressed miRNAs. Green ellipses indicate hub genes, red diamonds indicate miRNAs, and blue triangles indicate mRNAs.

**FIGURE 6:**
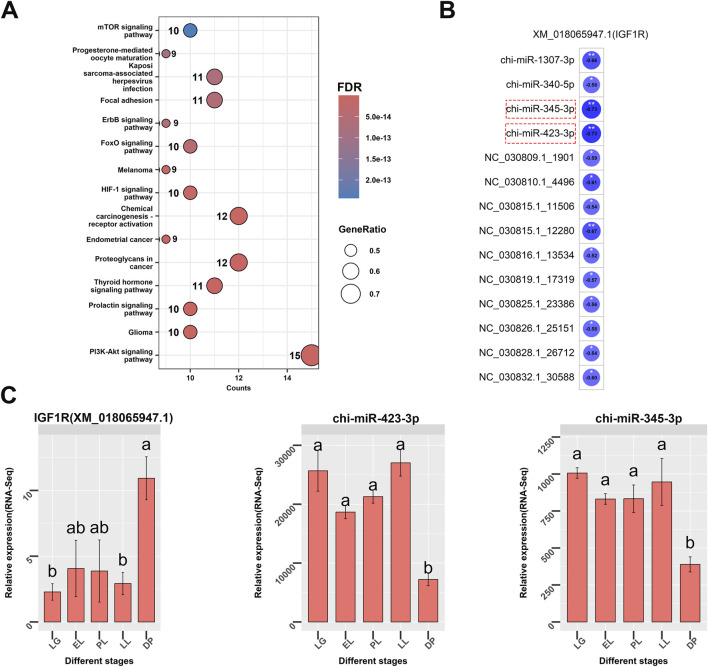
KEGG pathway enrichment analysis of genes related to mammary gland development and expression correlation analysis between IGF1R and its associated miRNAs. **(A)** KEGG enrichment analysis of genes associated with mammary gland development. Dot size represents the gene ratio, and color indicates the false discovery rate (FDR). **(B)** Regulatory network of IGF1R (XM_018065947.1) and its associated miRNAs. chi-miR-345-3p and chi-miR-423-3p, highlighted with red boxes, are closely related to IGF1R (correlation value = −0.73). **(C)** Relative expression levels of IGF1R (left), chi-miR-423-3p (middle), and chi-miR-345-3p (right) in goat mammary gland tissues at different physiological stages: late gestation (LG), early lactation (EL), peak lactation (PL), late lactation (LL), and dry period (DP). Different letters indicate statistically significant differences between stages (*P* < 0.05).

### 3.6 Targeted regulatory relationship between chi-miR-423-3p and *IGF1R*

In this study, based on the expression correlation between miRNAs and *IGF1R*, two known miRNAs, chi-miR-345-3p and chi-miR-423-3p, were selected (Figure 6B). Both were lowly expressed during the dry period and showed a significant negative correlation with *IGF1R* expression. Overexpression of these two miRNAs in mammary epithelial cells revealed that chi-miR-423-3p significantly reduced the expression level of *IGF1R*, while chi-miR-345-3p had no effect (Figures 7A,B). 

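chi-miR-423-3p, whose gene lies on chromosome 19 from 21058372 to 21058491 within the protein-coding gene NSRP1 (ARS1.2), had 1683 ± 257 CPM in LL (SD, n = 3), 502 ± 83.7 CPM in DP and 1383 ± 190.0 CPM in LG. Its log2 fold change was −1.46 (SE 0.22, adjusted p = 0.000825) in DP vs. LG and −1.74 (SE 0.23, adjusted p = 0.000386) in DP vs. LL. The gene of chi-miR-345-3p lies on chromosome 21 from 64495202 to 64495302, in no other annotated gene, and its level was 62.2 ± 11.2 CPM in LL (SD, n = 3), 28.3 ± 3.50 CPM in DP and 58.1 ± 8.42 CPM in LG. Its log2 fold change was −1.04 (SE 0.26, adjusted p = 0.0104) in DP vs. LG and −1.13 (SE 0.26, adjusted p = 0.00841) in DP vs. LL. All 3 DP libraries lay below all 6 others for both miRNAs (exact permutation test of log2 CPM over 84 splits, two-sided, p = 0.0119 for each, the smallest p the test gives). This p is not independent evidence, because the paper chose both miRNAs on these libraries among others. Every fit without 1 library kept all 4 calls. Scaling by library size only left chi-miR-345-3p at −0.78 in DP vs. LL (adjusted p = 0.0665 from edgeR's test), where it was no longer differentially expressed, and kept the other 3 calls. A marker list of 5 epithelial miRNAs fell by a similar size, with all 5 lower in both comparisons. Its median log2 fold change was −1.48 in DP vs. LG and −1.11 in DP vs. LL. A lower share of epithelial cells in DP therefore stays open for both miRNAs. The paper selected both miRNAs by the correlation of their expression with that of IGF1R, states that they were low in the dry period, and overexpressed them in mammary epithelial cells.

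**Figure D3:**
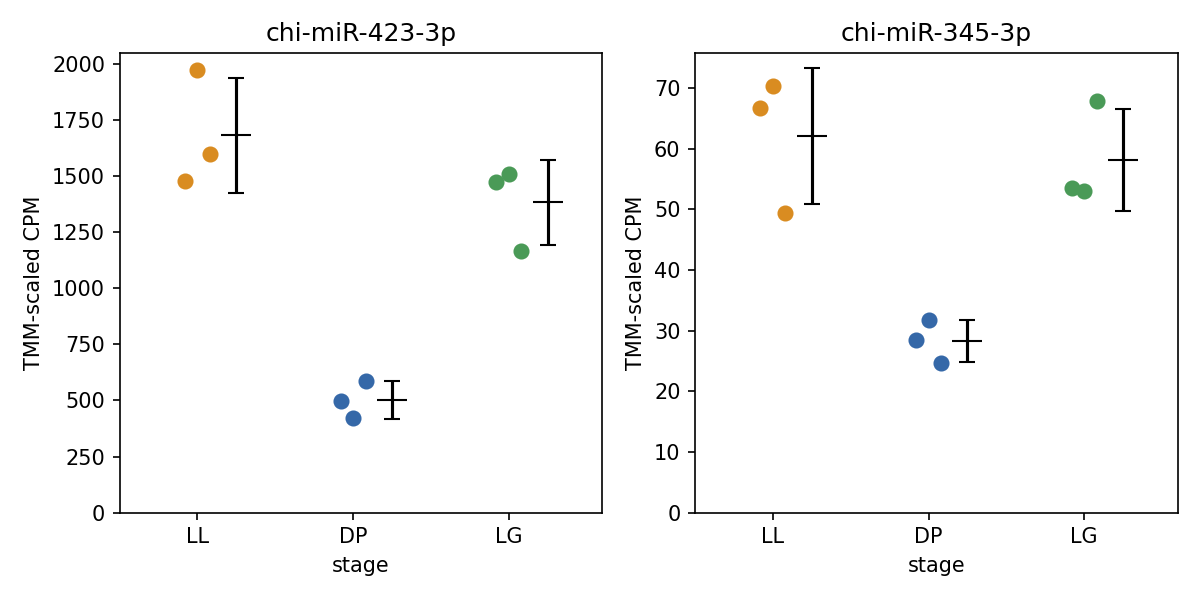
Level of chi-miR-423-3p (left) and chi-miR-345-3p (right) by stage, in CPM scaled by TMM on a linear axis from 0. Each point is 1 goat, and the black bars give the mean ± SD of 3 goats. The DP goats lie lowest for both, with means of 502 and 28.3 CPM.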

Dual-luciferase reporter assay showed that (Figure 7E), compared with the control group, the luciferase activity of the wild-type *IGF1R* (*XM_018065947.1*) reporter vector was reduced by 73.11% ± 4.64% upon co-transfection with chi-miR-423-3p mimic, whereas the luciferase activity of the mutant *IGF1R* (*XM_018065947.1*) reporter vector remained unchanged. These results indicate that chi-miR-423-3p has a targeted regulatory relationship with *IGF1R*.

**FIGURE 7:**
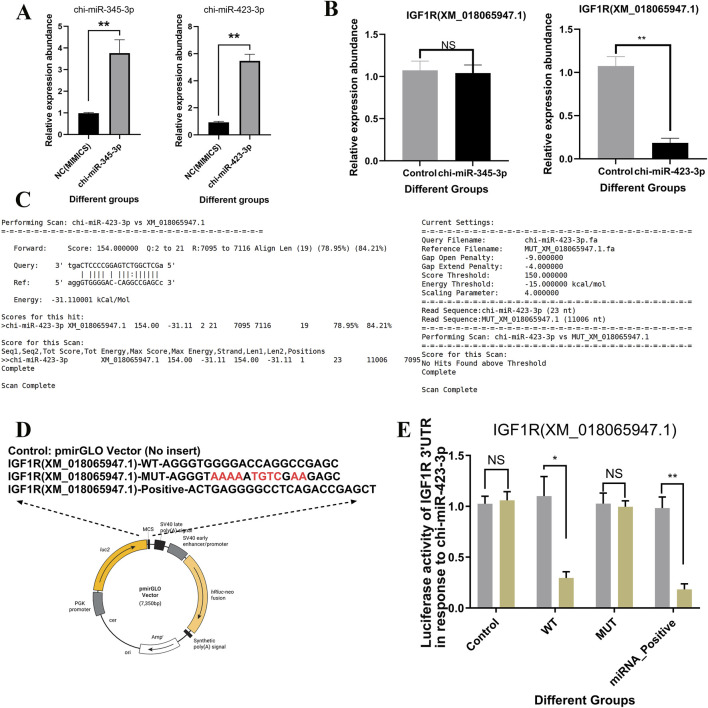
Validation of the targeting relationship between chi-miR-345-3p/chi-miR-423-3p and *IGF1R*. **(A)** Overexpression of chi-miR-345-3p and chi-miR-423-3p in goat primary mammary epithelial cells significantly increased the expression levels of the respective miRNAs, as determined by RT-qPCR. **(B)** Overexpression of chi-miR-423-3p significantly reduced the mRNA expression level of IGF1R (XM_018065947.1), whereas chi-miR-345-3p showed no significant effect. **(C)** The interaction between chi-miR-423-3p and the 3′UTR of IGF1R was predicted using miRanda software, showing strong base pairing and a minimum free energy of −31.1 kcal/mol. **(D)** Schematic representation of luciferase reporter constructs containing the wild-type (WT), mutant (MUT), and positive control (Positive) sequences of the IGF1R 3′UTR. The mutated seed region in the MUT construct is highlighted in red. **(E)** Dual-luciferase reporter assay in goat primary mammary epithelial cells showed that chi-miR-423-3p significantly suppressed luciferase activity in the WT and Positive groups, but not in the MUT group, confirming a direct targeting interaction between chi-miR-423-3p and the IGF1R 3′UTR. Data are presented as means ± SEM from three independent experiments. Data are presented as mean ± SEM. *P* < 0.05 (*), *P* < 0.01 (**), NS: not significant.

### 3.7 Regulation of IGF1R protein levels by *IGF1R* overexpression and miR-423-3p

Overexpression of IGF1R in mammary epithelial cells significantly increased protein expression levels, reaching 1.91 ± 0.16 fold compared to the control group, as shown by Western blotting (Figure 8A). In contrast, overexpression of chi-miR-423-3p significantly suppressed IGF1R protein expression, with a marked reduction of 82.27% ± 8.66% compared to the control group (*P* < 0.01). Co-overexpression of IGF1R reversed the chi-miR-423-3p-mediated downregulation of IGF1R.

**FIGURE 8:**
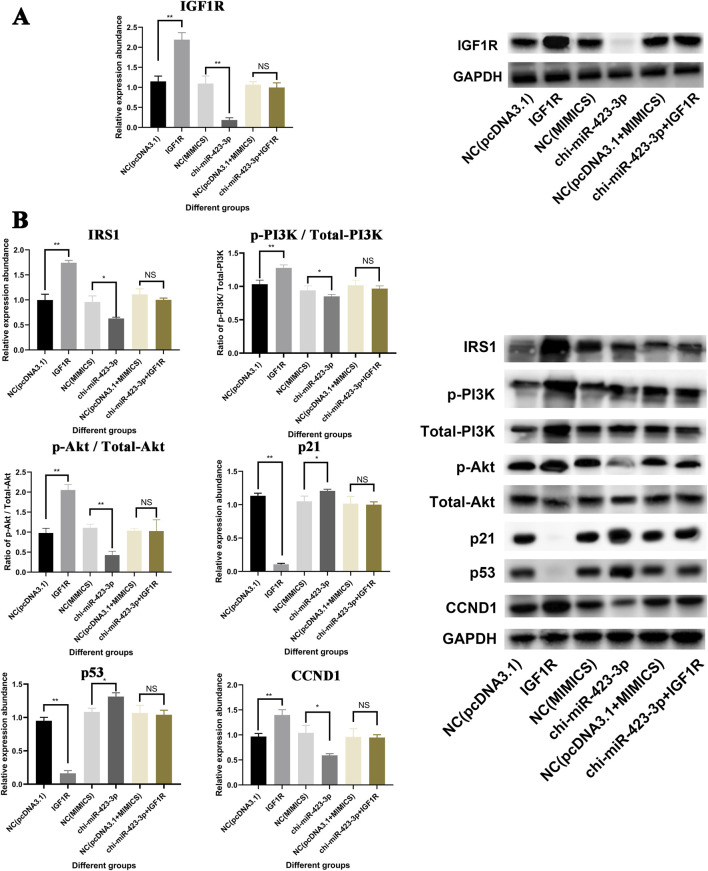
Regulation of the IGF1R-PI3K/Akt Signaling Pathway Mediated by chi-miR-423-3p. **(A)** chi-miR-423-3p suppresses IGF1R protein expression, and IGF1R overexpression rescues the inhibition. Western blot analysis and quantification of IGF1R expression levels in different treatment groups. GAPDH was used as a loading control. **(B)** Effects of chi-miR-423-3p and IGF1R on the PI3K/Akt signaling pathway. Western blot and quantification of key components in the IGF1R-PI3K/Akt signaling pathway, including IRS1, p-PI3K/Total-PI3K, p-Akt/Total-Akt, and downstream regulators p21, p53, and CCND1. Data are shown as mean ± SEM (n = 3). *P* < 0.05 (*), *P* < 0.01 (**), NS: not significant.

### 3.8 Regulation of the IGF1R–PI3K/Akt signaling pathway mediated by chi-miR-423-3p

Western blot analysis showed that, compared to the control group (Figure 8B), IGF1R overexpression significantly upregulated the expression of IRS1, the ratios of p-PI3K/Total-PI3K and p-Akt/Total-Akt, as well as CCND1, while downregulating p21 and p53 expression (*P* < 0.05), indicating that IGF1R overexpression can activate the PI3K/Akt signaling pathway (Figure 8B). Overexpression of chi-miR-423-3p inhibited IRS1, p-PI3K/Total-PI3K, and p-Akt/Total-Akt, and upregulated p21 and p53, suggesting that chi-miR-423-3p may negatively regulate the PI3K/Akt pathway through IGF1R. Co-overexpression of IGF1R partially reversed the inhibitory effects of chi-miR-423-3p on the PI3K/Akt signaling pathway (*P* < 0.05).

### 3.9 Regulation of mammary epithelial cell proliferation and cell cycle progression by chi-miR-423-3p via suppression of IGF1R expression

CCK-8 cell proliferation assay results showed that (Figure 9A) overexpression of IGF1R significantly enhanced cell viability. Compared to the control group (NC (pcDNA3.1)), the cell proliferation rates in the IGF1R overexpression group were significantly increased by 38.97% ± 9.62% at 48 h and 29.35% ± 3.32% at 72 h (*P* < 0.01). In contrast, overexpression of chi-miR-423-3p markedly inhibited cell proliferation, with cell viability significantly decreased by 27.91% ± 5.57% at 48 h and 35.63% ± 4.04% at 72 h compared to the NC(MIMICS) group (*P* < 0.01). However, IGF1R overexpression reversed the chi-miR-423-3p-mediated inhibition of cell proliferation. There was no significant difference in cell viability between the chi-miR-423-3p + IGF1R group and the NC (pcDNA3.1+MIMICS) group, and the proliferation level was restored to near control levels.

**FIGURE 9:**
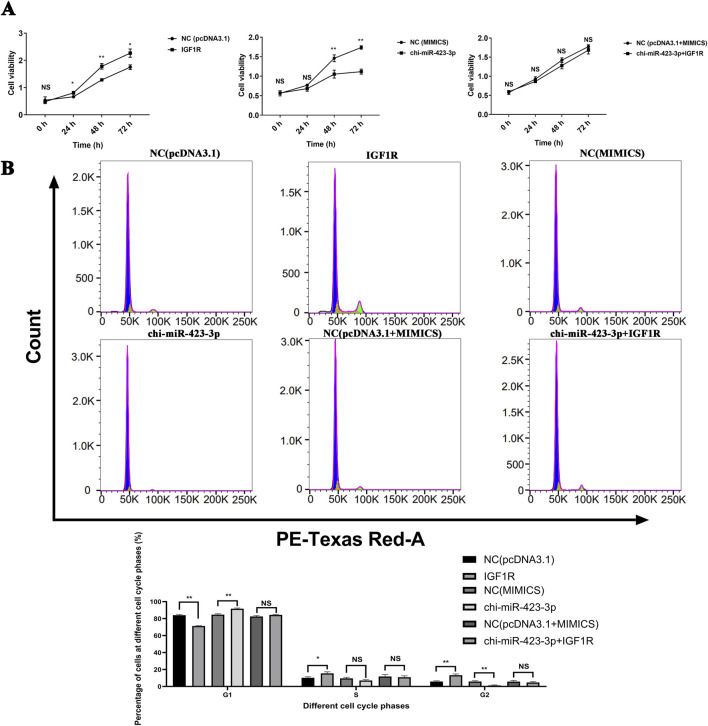
chi-miR-423-3p inhibits cell proliferation and induces G1 phase arrest by targeting IGF1R. **(A)** chi-miR-423-3p inhibits cell viability, which is rescued by IGF1R overexpression. Cell viability was assessed by CCK-8 assay at 0, 24, 48, and 72 h post-transfection. Overexpression of IGF1R promoted cell viability, while chi-miR-423-3p suppressed it. IGF1R overexpression reversed the inhibitory effect of chi-miR-423-3p. **(B)** chi-miR-423-3p induces G1 phase cell cycle arrest via targeting IGF1R. Cell cycle distribution was analyzed by flow cytometry. chi-miR-423-3p increased the proportion of cells in G1 phase and decreased the proportion in G2 phase, indicating G1 phase arrest. These effects were reversed by IGF1R overexpression. Data are presented as mean ± SEM (n = 3). *P* < 0.05 (*), *P* < 0.01 (**), NS: not significant.

Flow cytometry analysis of the cell cycle showed that IGF1R overexpression promoted cell cycle progression from G1 phase to G2 phase (Figure 9B). Compared to the control group (NC (pcDNA3.1)), the proportion of cells in G1 phase significantly decreased, while the proportion in G2 phase significantly increased in the IGF1R overexpression group (*P* < 0.05). Conversely, overexpression of chi-miR-423-3p led to a significant increase in the G1 phase cell population and a decrease in the G2 phase population (*P* < 0.01), suggesting that chi-miR-423-3p may inhibit cell cycle progression via IGF1R-mediated signaling. Furthermore, IGF1R overexpression counteracted the G1 phase arrest induced by chi-miR-423-3p, with no significant differences observed in the proportions of cells in G1, S, and G2 phases between the chi-miR-423-3p + IGF1R group and the NC (pcDNA3.1 + MIMICS) group.

### 3.10 chi-miR-423-3p regulates apoptosis of mammary epithelial cells by targeting IGF1R

As shown in Figure 10A, flow cytometry analysis of apoptosis revealed that overexpression of IGF1R significantly reduced the apoptosis rate compared to the control group NC (pcDNA3.1) (*P* < 0.01). In contrast, the apoptosis rate in the chi-miR-423-3p group was significantly higher than that in the NC (MIMICS) control group (*P* < 0.01). Co-transfection with chi-miR-423-3p and the IGF1R plasmid did not significantly alter the apoptosis rate compared to chi-miR-423-3p alone (*P* > 0.05).

**FIGURE 10:**
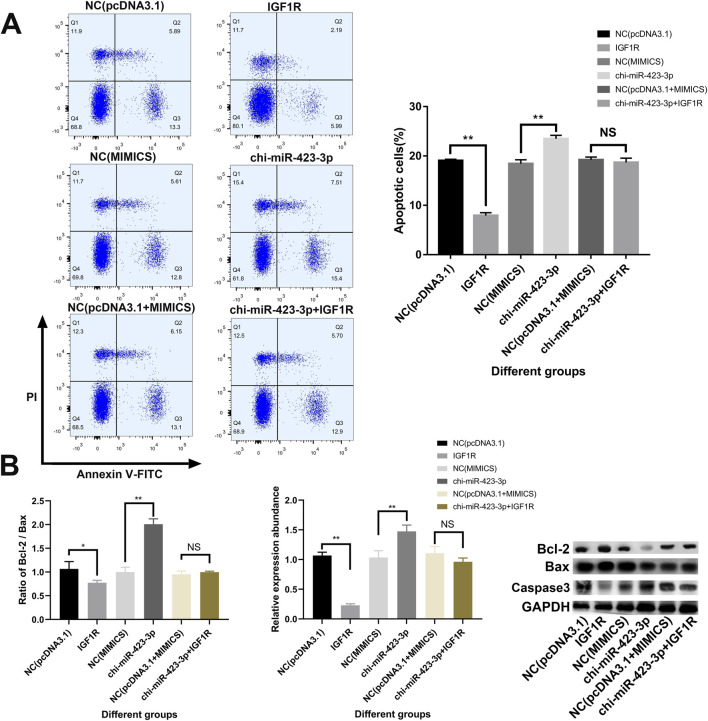
chi-miR-423-3p promotes apoptosis in goat mammary epithelial cells by targeting IGF1R. **(A)** Flow cytometry analysis of apoptosis in goat primary mammary epithelial cells transfected with chi-miR-423-3p mimics, IGF1R overexpression plasmid, or both. Representative dot plots are shown (left), and quantification of apoptotic cells (%) is summarized (right). Overexpression of chi-miR-423-3p significantly increased apoptosis, whereas co-expression of IGF1R reversed this effect. **(B)** Expression of apoptosis-related proteins Bcl-2, Bax, and Caspase 3 was examined by Western blot. The ratio of Bcl-2/Bax (left) and the relative expression of Caspase 3 (middle) were quantified. Chi-miR-423-3p significantly decreased the Bcl-2/Bax ratio and upregulated Caspase 3 expression, while IGF1R overexpression attenuated these effects. Representative Western blot bands are shown on the right. Data are shown as mean ± SEM from three independent experiments. *P* < 0.05 (*), *P* < 0.01 (**), NS: not significant.

Furthermore, Western blot analysis of apoptosis-related protein expression (Figure 10B) showed that IGF1R overexpression significantly increased the Bcl-2/Bax ratio and decreased Caspase-3 protein levels (*P* < 0.05 or *P* < 0.01). In contrast, the chi-miR-423-3p group exhibited the opposite trend, with a significant decrease in the Bcl-2/Bax ratio and a significant increase in Caspase-3 expression (*P* < 0.01). However, co-transfection of chi-miR-423-3p and the IGF1R plasmid did not result in significant changes in the Bcl-2/Bax ratio or Caspase-3 expression levels compared to chi-miR-423-3p alone (*P* > 0.05). These results suggest that chi-miR-423-3p may promote apoptosis by targeting and downregulating IGF1R expression, and that IGF1R overexpression can partially reverse the pro-apoptotic effects of chi-miR-423-3p.

## 4 Discussion

In this study, transcriptome sequencing of mammary gland tissue from dairy goats was performed to systematically analyze the expression profiles and dynamic changes of miRNAs across different physiological stages, including late gestation, early lactation, peak lactation, late lactation, and the dry period. The results revealed the critical regulatory roles of specific miRNAs in the initiation of lactation, maintenance of mammary function, involution, and structural remodeling of the mammary gland.

A total of 1,120 miRNAs were identified from the sequencing data, including 712 newly predicted miRNAs, accounting for a substantial proportion (Figure 1B). Previous studies have identified 568 conserved miRNAs and 381 potential novel miRNAs in the mammary glands of Guanzhong dairy goats during colostrum and peak lactation stages (Hou et al., 2017). Another study identified 766 miRNAs in the mammary glands of Saanen dairy goats during the involution stage, including 546 known miRNAs and 220 novel ones (Jiang et al., 2022). These findings suggest that a large number of previously uncharacterized miRNAs are involved in the regulation of mammary gland function in dairy goats, warranting further in-depth investigation.

PCA results (Figure 2A) revealed a clear clustering pattern of miRNA expression profiles across different stages of mammary gland development, indicating that miRNA expression exhibits significant stage specificity. Among the 383 differentially expressed miRNAs identified, the largest number of DE-miRNAs (221) was observed between the dry period and late gestation (Figure 2B). This finding is consistent with previous reports in Saanen dairy goat mammary tissue and further supports the notion that the dry period is a key stage in which miRNA-mediated regulation is highly active during mammary gland involution and remodeling (Jiang et al., 2022). Several miRNAs, including miR-148a-3p, miR-30f-3p, miR-381, miR-1, miR-3432-5p, and miR-708-5p, were significantly differentially expressed (Supplementary Table S4). Notably, chi-miR-148a-3p and chi-miR-30f-3p were significantly downregulated during the dry period and markedly upregulated during late gestation, with fold changes exceeding 256. miR-148a-3p is known to be abundant in milk-derived miRNAs, especially in colostrum, and is considered beneficial to neonates, as demonstrated in colostrum from dairy goats (Chen et al., 2017), cattle (Chen et al., 2010), and humans (Chiba et al., 2022). Previous studies have shown that members of the miR-148 family can regulate apoptosis (Okumura et al., 2021) and lipid metabolism (Amin Mohedin et al., 2024), suggesting a potential role in apoptosis and structural remodeling during mammary gland involution. Additionally, the miR-30 family has been implicated in the regulation of mammary epithelial cell proliferation (Yang et al., 2017), indicating its possible involvement in the regulation of mammary gland remodeling.

The UpSet plot (Figure 2C) and heatmap (Figure 2D) in this study further clarified the distribution patterns of stage-specific miRNAs. Clustering analysis (Figure 3; Supplementary Table S6) revealed six differentially expressed miRNA clusters with distinct expression profiles. Among them, miRNAs in Cluster 1 and Cluster 5 were highly expressed during the dry period, particularly miR-99a-5p, miR-206, and the newly predicted miRNAs NC_030828.1_27139 and NC_030820.1_17538, which were upregulated more than 16-fold during the dry period. Functional enrichment analysis of their target genes showed significant enrichment in pathways such as the TCA cycle, fatty acid metabolism, and steroid biosynthesis. miR-99a-5p has been reported to be associated with steroid metabolism (Li et al., 2018). miR-206 can target glucose-6-phosphate dehydrogenase, affecting the pentose phosphate pathway and thereby regulating lipid accumulation and cell proliferation (Wang et al., 2021). These findings suggest that miRNAs specifically expressed during the dry period may promote mammary epithelial cell apoptosis, lipid degradation, and energy remodeling by regulating energy metabolism, lipid synthesis, and amino acid metabolism, thus preparing the mammary gland for the next lactation cycle.

Cluster 3 was specifically highly expressed during early lactation, and its target genes were significantly enriched in autophagy and AMPK signaling pathways. Notably, miR-223-5p and miR-708-5p were markedly upregulated during this period. Previous studies have indicated that miR-223 can regulate intracellular homeostasis through autophagy (Zhou et al., 2019; Ma et al., 2024), thereby affecting the secretory function of mammary epithelial cells. In addition, miR-223-3p has been reported to alleviate myocardial oxidative stress and programmed cell death by targeting the AMPK pathway (Zhang et al., 2021). Our findings also support the notion that miR-223 may promote the functional adaptation of mammary epithelial cells to high metabolic demands in early lactation by modulating the AMPK and autophagy pathways. miR-708 has been shown to regulate multiple pathways, including AMPK signaling (Zhang et al., 2024), the PI3K/Akt pathway (Wang et al., 2020), and the Wnt/β-catenin pathway (Yu et al., 2020), thereby influencing cell proliferation. Therefore, the high expression of miR-708-5p in early lactation may contribute to the proliferation and metabolic adaptation of mammary epithelial cells, ensuring the dynamic balance of mammary gland function and improving lactation efficiency.

miRNAs in Cluster 4 and Cluster 6 were highly expressed during late gestation, and their target genes were significantly enriched in pathways such as cell adhesion, the PI3K-Akt signaling pathway, and ECM-receptor interaction. For example, miR-381 and miR-30f-5p were markedly upregulated during this stage, suggesting their potential involvement in the maturation of mammary alveolar structures and the establishment of epithelial cell polarity. Consistent with previous studies, both miR-381 and members of the miR-30 family have been shown to regulate the PI3K/Akt pathway, thereby influencing cell proliferation and structural development (Xuan et al., 2019; Varga et al., 2022). miR-381-3p has also been reported to affect mammary cancer cell growth by modulating epithelial-mesenchymal transition (EMT) (Yu et al., 2021). Additionally, miR-30 has been demonstrated to participate in the regulation of various cellular processes, including proliferation and apoptosis (Zhang et al., 2016; Fan et al., 2020; Shi et al., 2021). These findings further support the proposed regulatory roles of these miRNAs in the maturation of mammary alveolar structures.

Notably, this study also constructed a miRNA–mRNA regulatory network related to mammary gland development and identified *IGF1R*, *ESR1*, *SRC*, *PIK3CA*, and *AKT1* as hub regulatory genes (Figure 5). *ESR1* plays a crucial role in mammary gland development, remodeling, and in the regulation of cell proliferation and differentiation (Tucker et al., 2016; Will et al., 2023). During late gestation, estrogen levels rise rapidly and, in coordination with prolactin (PRL) and insulin-like growth factor 1 (IGF-1), promote the proliferation of mammary epithelial cells while inhibiting milk secretion, thereby ensuring proper structural development of the mammary gland in preparation for lactation (Gorton et al., 2009; Leonel et al., 2017). After parturition, the abrupt decline in estrogen levels due to placental expulsion facilitates the action of lactogenic hormones such as PRL and insulin (Ji et al., 2019a). This corresponds with our findings showing high ESR1 expression in late gestation and low expression in early lactation. Furthermore, this study predicted that chi-miR-200b, chi-miR-543-3p, and chi-miR-2404 may regulate ESR1 expression, suggesting that miRNAs may play key roles in the regulation of mammary gland development and lactation.

This study found that among the core genes associated with mammary gland development, IGF1R, a key node in the PI3K/Akt signaling pathway, was specifically highly expressed during the dry period (Figure 6C). IGF1R is an important receptor involved in mammary gland development, and the insulin-like growth factor (IGF) signaling pathway plays a critical role in the process of mammary gland involution (Farrelly et al., 1999; Fleming et al., 2007). IGF-1 exerts mitogenic effects through its receptor IGF1R, promoting the proliferation of mammary epithelial cells (Tamimi et al., 2011). The survival of mammary epithelial cells is regulated by signals mediated by the basement membrane and hormones such as insulin, IGF-1, and IGF-2. In bovine mammary tissue, IGF-1 is upregulated during mammary involution, a change closely related to increased rates of cellular turnover (Plath-Gabler et al., 2001). In fact, IGF-1 mRNA levels are highest during mammogenesis, decrease during lactation and galactopoiesis, and rise again during involution (Sorensen et al., 2006). Meanwhile, the sensitivity of mammary tissue to IGF-1 increases, as IGF1R expression is significantly elevated in the mammary glands of cows after drying off. These findings suggest that during mammary gland involution, IGF1R may play a regulatory role at specific stages by enhancing IGF-1-mediated signaling, indicating that IGF1R has important biological functions in the mammary gland during the dry period.

In recent years, miR-423 has been frequently reported to be closely associated with the abnormal proliferation of breast cancer cells (Zhao et al., 2015; Dai et al., 2020; Morales-Pison et al., 2021). In this study, chi-miR-423-3p was found to be lowly expressed during the dry period (Figure 6C). Experimental validation showed that chi-miR-423-3p significantly downregulates the expression of IGF1R, and dual-luciferase reporter assays further confirmed a direct targeting relationship between chi-miR-423-3p and IGF1R (Figure 7). Moreover, functional assays clearly demonstrated that chi-miR-423-3p suppresses mammary epithelial cell proliferation by inhibiting IGF1R expression, induces G1 phase cell cycle arrest, promotes apoptosis, and inhibits activation of the PI3K/Akt signaling pathway (Figures 8–10). These findings indicate that chi-miR-423-3p plays an important regulatory role in mammary gland involution and remodeling during the dry period. Due to its significantly reduced expression during this stage, the suppressive effect of miR-423-3p on IGF1R is alleviated, thereby enhancing the activity of the IGF1R–PI3K/Akt signaling pathway. This promotes the survival and proliferation of mammary epithelial cells, accelerating the remodeling of mammary tissue during the dry period.

This study systematically examined the role of the chi-miR-423-3p/*IGF1R* regulatory axis in mammary gland development by integrating 15 transcriptome datasets from goat mammary tissues and conducting functional validation using primary mammary epithelial cells. Nonetheless, several limitations should be acknowledged. The sample size for each developmental stage was limited to three biological replicates, which may reduce statistical power and constrain the generalizability of the findings. Previous studies have recommended the inclusion of at least five transcriptome replicates to ensure adequate testing power (Yu L. et al., 2017). Additionally, transcriptome data were derived from two independent experimental batches, and differences in sampling time and sequencing platforms may have introduced batch effects (Kukurba and Montgomery, 2015). Although efforts were made to collect tissues from consistent anatomical sites, the inherent structural complexity and cellular heterogeneity of the mammary gland could have influenced transcriptomic outcomes (Cui et al., 2014). Another limitation is that miRNA target prediction was performed using only the miRanda algorithm, which may lead to false positives or missed targets; incorporating multiple algorithms such as TargetScan, RNAhybrid, and miRWalk, along with experimental validation, would improve accuracy (Agarwal et al., 2015; Khan et al., 2015). In this study, we preliminarily validated the interaction between miR-423-3p and *IGF1R* through dual-luciferase reporter assays; however, high-throughput methods such as RIP-seq or CLIP-seq are recommended for future studies to systematically verify miRNA–mRNA interactions. Furthermore, current functional assays were based on *in vitro* culture models that may not fully reflect the *in vivo* mammary microenvironment. Future research should consider increasing the number of biological replicates, standardizing sampling protocols, employing uniform sequencing platforms, and performing *in vivo* validation using model organisms. Integrative approaches combining single-cell transcriptomics and multi-omics analyses are also encouraged to uncover additional regulatory miRNAs and downstream targets involved in mammary gland development and remodeling.

## 5 Conclusion

In summary, this study systematically revealed the dynamic expression patterns of miRNAs in the mammary tissue of dairy goats across different physiological stages and clarified the key role of the miR-423-3p/IGF1R regulatory axis in mammary gland remodeling. Future research may further explore the targets and mechanisms of more stage-specific miRNAs and validate the functions of newly predicted miRNAs, aiming to comprehensively uncover the molecular mechanisms underlying mammary gland remodeling. These findings will provide important theoretical support for improving mammary health, milk production performance, and reproductive efficiency in dairy goats.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Transcriptomic analysis of mammary gland tissues in lactating and non-lactating dairy goats reveals miRNA-mediated regulation of lactation, involution, and remodeling
**Source:** Front Cell Dev Biol. 2025 May 30;13:1604855. doi: 10.3389/fcell.2025.1604855
**Supplement:** Supplementary file 1

Supplementary Material

#
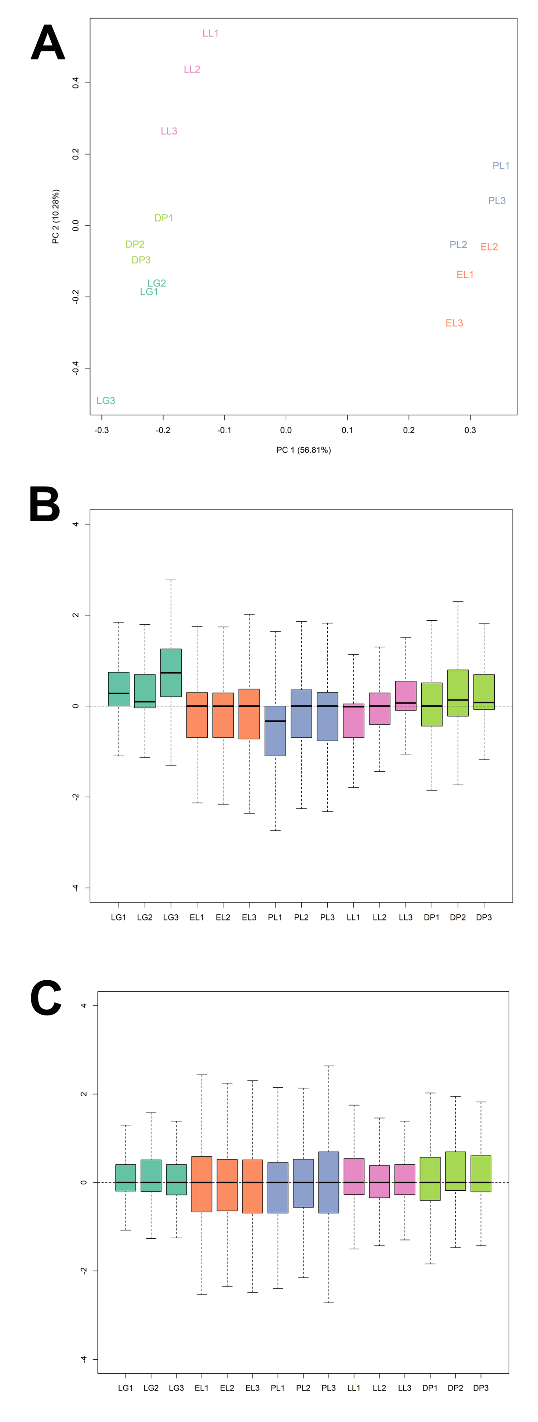
Supplementary Figures

**Supplementary Figure 1.** **Quality control and normalization assessment of transcriptome data.** **(A)** Principal component analysis (PCA) plot of all samples before RUVseq correction. **(B)** Relative log expression (RLE) plot of all samples before filtering lowly expressed genes. Some samples display notable deviations from the median, suggesting the need for further normalization. **(C)** RLE plot after filtering low-expression genes. Variations across samples are reduced and distributions are more centered around zero, indicating improved normalization quality.

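The relative log expression of a library is the log2 ratio of each miRNA to its median over the libraries, and a median away from 0 marks a library that is shifted as a whole. Over the unscaled counts of the 696 tested miRNAs in LL, DP and LG, the median was lowest in LL replicate 1 (−0.65) and highest in LG replicate 3 (0.94). With TMM scaling the medians lay between −0.03 and 0.05. The interquartile range with TMM was 1.11 to 1.26 in the DP libraries and 0.58 to 0.87 in those of LL and LG, so the miRNAs of DP spread more widely around the common median. The paper plots the relative log expression before and after its filter on low expression.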

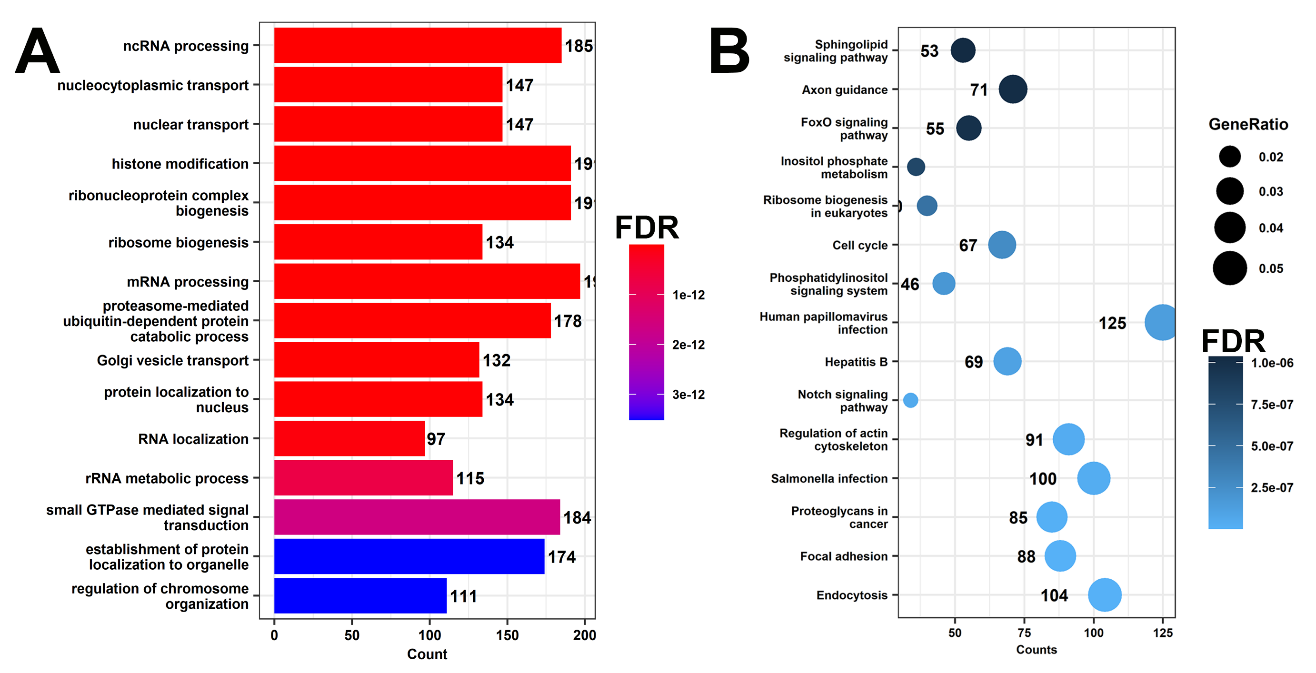

**Supplementary Figure 2. Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 2.** **(A)** Gene Ontology (GO) enrichment analysis (Biological Process category) of target genes regulated by Cluster 2 miRNAs. The x-axis represents the number of enriched genes, and the color scale indicates the false discovery rate (FDR). **(B)** KEGG pathway enrichment analysis of target genes regulated by Cluster 2 miRNAs. Dot size represents the GeneRatio, and the color gradient corresponds to the FDR value.

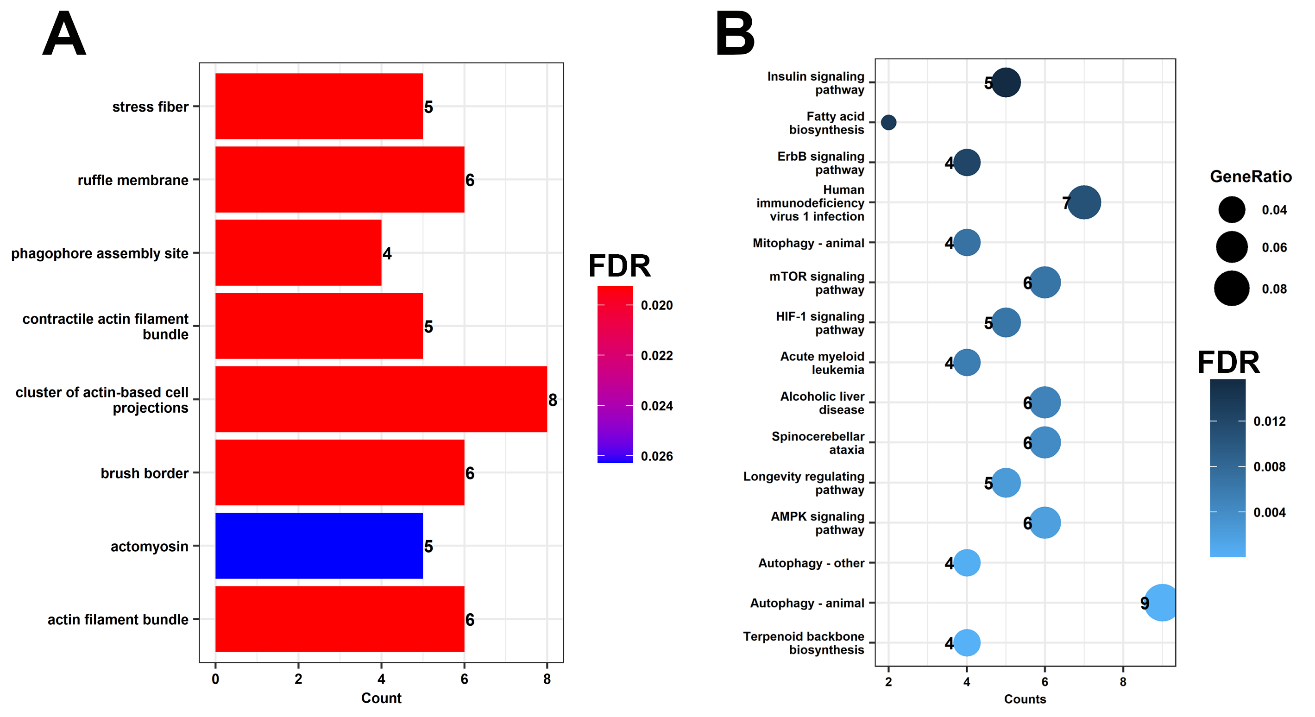

**Supplementary Figure 3. Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 3. (A)** Gene Ontology (GO) enrichment analysis (Biological Process category) of target genes regulated by Cluster 3 miRNAs. The x-axis represents the number of enriched genes, and the color scale indicates the false discovery rate (FDR). **(B)** KEGG pathway enrichment analysis of target genes regulated by Cluster 3 miRNAs. Dot size represents the GeneRatio, and the color gradient corresponds to the FDR value.

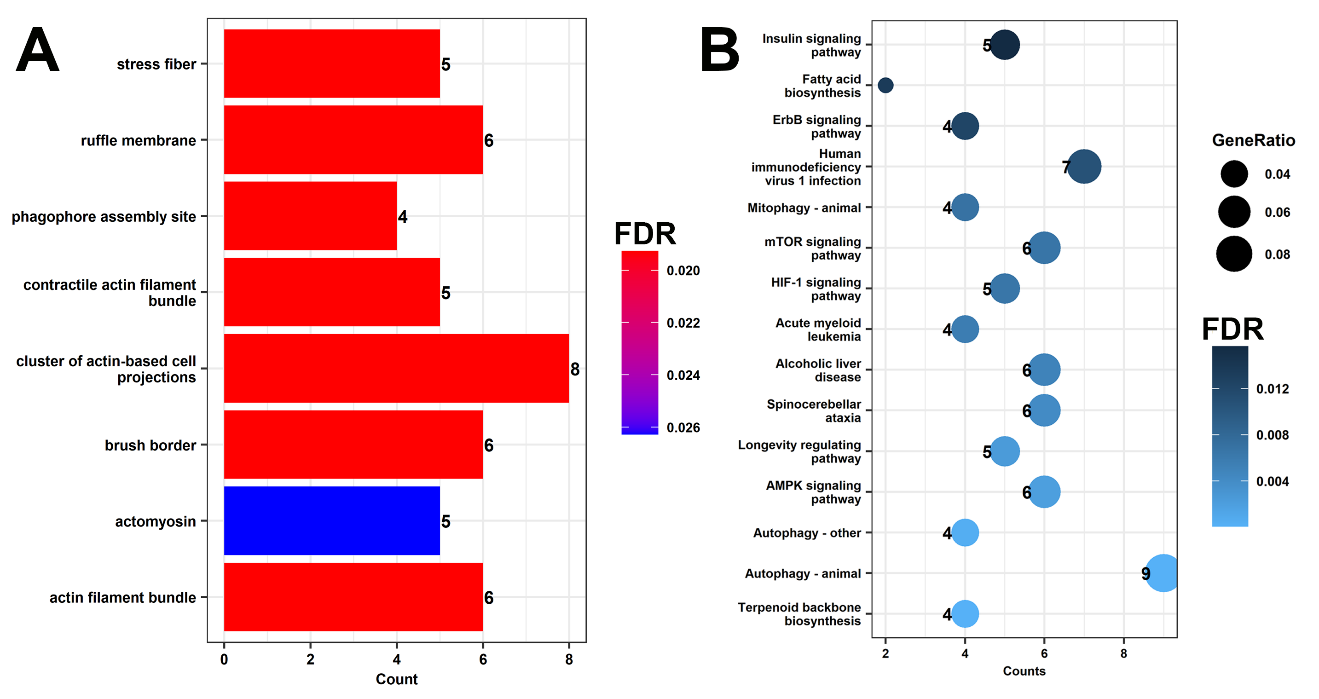

**Supplementary Figure 4. Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 4. (A)** Gene Ontology (GO) enrichment analysis (Biological Process category) of target genes regulated by Cluster 4 miRNAs. The x-axis represents the number of enriched genes, and the color scale indicates the false discovery rate (FDR). **(B)** KEGG pathway enrichment analysis of target genes regulated by Cluster 4 miRNAs. Dot size represents the GeneRatio, and the color gradient corresponds to the FDR value.

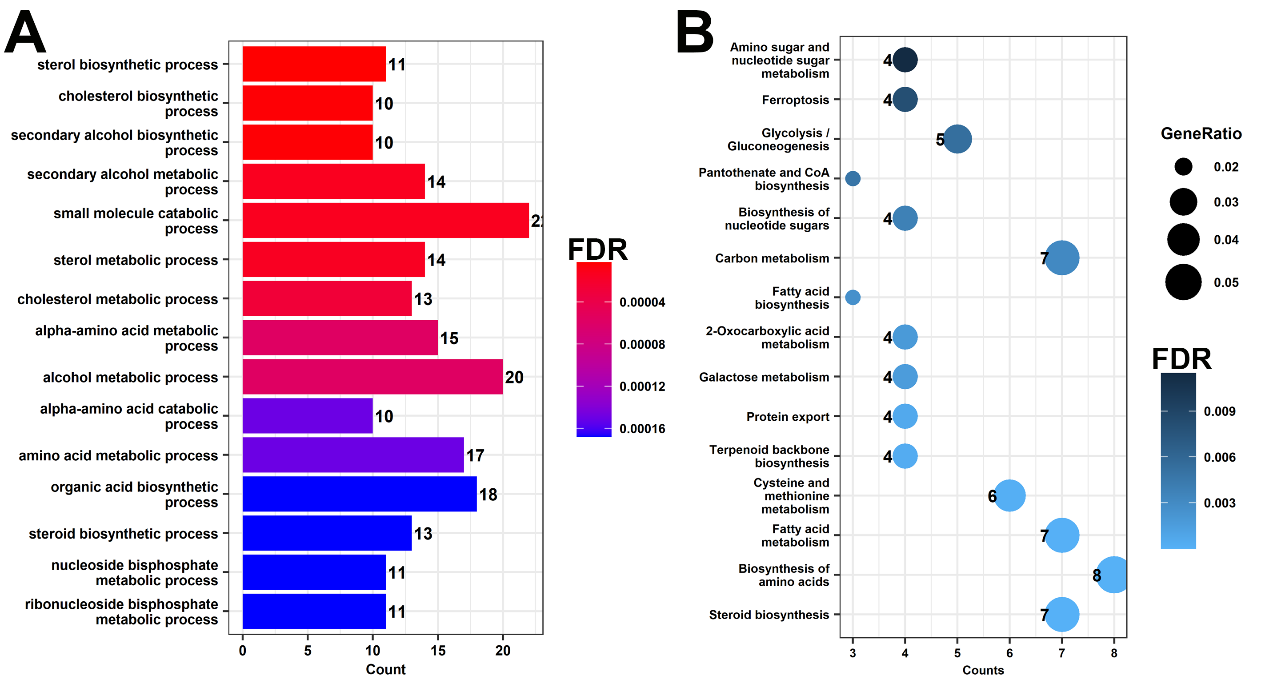

**Supplementary Figure 5. Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 5. (A)** Gene Ontology (GO) enrichment analysis (Biological Process category) of target genes regulated by Cluster 5 miRNAs. The x-axis represents the number of enriched genes, and the color scale indicates the false discovery rate (FDR). **(B)** KEGG pathway enrichment analysis of target genes regulated by Cluster 5 miRNAs. Dot size represents the GeneRatio, and the color gradient corresponds to the FDR value.

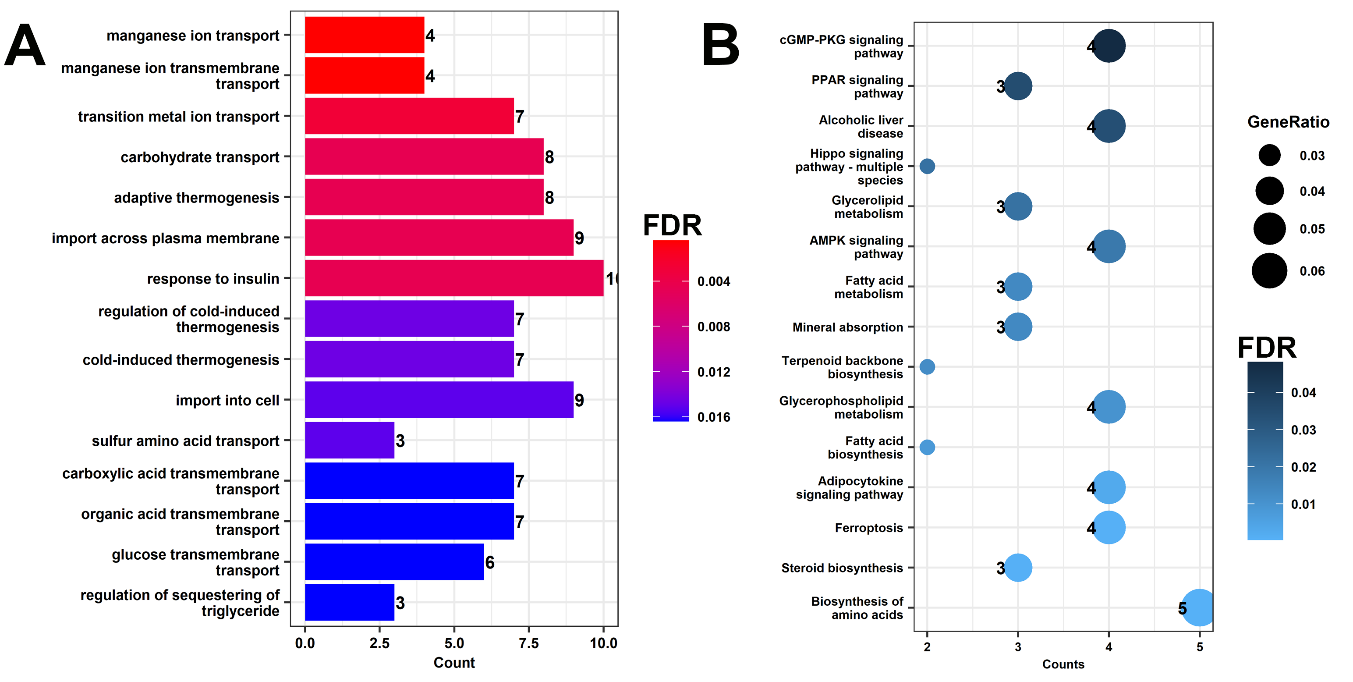

**Supplementary Figure 6. Functional enrichment analysis of target genes of differentially expressed miRNAs in Cluster 6. (A)** Gene Ontology (GO) enrichment analysis (Biological Process category) of target genes regulated by Cluster 6 miRNAs. The x-axis represents the number of enriched genes, and the color scale indicates the false discovery rate (FDR). **(B)** KEGG pathway enrichment analysis of target genes regulated by Cluster 6 miRNAs. Dot size represents the GeneRatio, and the color gradient corresponds to the FDR value.

How the deposited data were processed for this re-analysis (not part of the article)

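Small RNA libraries of the mammary gland of Laoshan dairy goats were analysed for late lactation (LL, 240 days postpartum), the dry period (DP, 300 days postpartum) and late gestation (LG, 140 days after mating), with 3 goats per stage and 1 library per goat. The libraries of early and peak lactation, the mRNA data and the cell experiments were not analysed here. Stages were taken from the sample labels and the paper's methods.

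The deposited values are counts of reads per mature miRNA. The authors trimmed the reads with Trimmomatic, aligned them to the goat genome (ARS1.2) with miRDeep2, merged the known miRNAs of miRBase with those miRDeep2 predicted and counted reads with its quantifier, and deposited the counts without normalization. LL replicate 3 was read as an expected count column, because the authors' counting left 2 miRNAs at 209.5. These were rounded to whole numbers. The paper's filter on FPKM and its RUVSeq step were not applied to these values. The table listed 1359 miRNAs, and 430 of the 436 known ones matched a gene of the reference annotation of the same build. The counts of 86 miRNAs, 35 of them tested, were equal in all libraries to those of another one, and the values of these 35 are uncertain as those of separate miRNAs, since equal counts of their size are excluded as chance.

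The total count per library ranged from 16451436 to 24616668 in LL (median 17109582), from 13672653 to 23392916 in DP (median 22430144) and from 21301913 to 34378995 in LG (median 25441169). A miRNA with 0 counts can have had a level of up to 0.0873 to 0.219 CPM (3 counts). Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules.

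Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on the counts, with TMM scaling, in 1 fit of all 9 libraries with the stage as the only term. The 696 miRNAs with at least 0.5 CPM in at least 3 libraries were tested; they held at least 99.99% of the counts of each library. DE-miRNAs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. A fold change against a stage with at most 3 counts in every library is given as a bound. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), upper quartile scaling, library size only, chi-miR-148a-3p left out of the libraries, no filter, at least 10 counts in every library, only the 2 stages compared in the fit, a replicate block and each library left out in turn. They were set before the data were examined. Library size only with chi-miR-148a-3p left out, and other scalings for the marker lists, were chosen after the data were seen. In counts simulated from means over all stages, 200 of 678 tested miRNAs were changed up or down by the same fold, in DP only. There edgeR recovered 89.0% with 5 false calls, limma-voom 87.0% with 6 and DESeq2 92.0% with 9. The simulation held no other difference between stages and no changes of other sizes, so these rates do not carry over to the data.

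Principal components were computed with scikit-learn 1.9.0 in Python 3.11.15 on log2 CPM (prior count 2), and stage separation was tested with an exact permutation test of the mean silhouette width over 280 splits. A miRNA was called expressed in a stage at a mean of at least 0.5 CPM. Members of the clusters of Supplementary Table S6 were ranked by mean CPM scaled by library size. Marker lists of miRNAs of muscle, blood, immune cells, stroma and epithelium, written before the data were examined, were tested with limma's fry. Of the 29 listed miRNAs, 24 were in the count table, and the others were not used here. The miRNAs named in the text are those the paper names for LL, DP or LG or as regulators of its hub genes, the members of a reported marker list and, per comparison, the 3 with the largest rise and the 3 with the largest fall among the DE-miRNAs with a mean of at least 10 CPM and no overlap between the libraries of both stages. Genome coordinates are those of ARS1.2.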

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

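The tests of scaling, of single libraries and of low counts below were chosen after the values were seen. The changes listed here are among the 3 largest rises or falls of a comparison, with a mean of at least 10 CPM and no overlap between the libraries, in miRNAs that the paper's text does not discuss.

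In DP vs. LG, chi-miR-196a rose (2.82 (SE 0.32, adjusted p = 0.000197) from edgeR's test), as did the predicted NC_030809.1_1955 (2.87 (SE 0.73, adjusted p = 0.0115)), while NC_030833.1_31828 (−4.60 (SE 0.79, adjusted p = 0.00148)) and NC_030810.1_4301 (−4.27 (SE 0.45, adjusted p = 0.000134)) fell; the values are log2 fold changes. In DP vs. LL, chi-miR-214-3p (2.76 (SE 0.34, adjusted p = 0.000336)) and NC_030809.1_1955 (2.63 (SE 0.73, adjusted p = 0.0207)) rose. NC_030833.1_31828 (−9.16 (SE 0.90, adjusted p = 0.000111)), which had 10, 2 and 1 counts in the DP libraries, NC_030809.1_1929 (−5.47 (SE 0.59, adjusted p = 0.000206)) and NC_030829.1_28533 (−5.02 (SE 0.39, adjusted p = 2.49e-05)) fell. In LL vs. LG, NC_030829.1_28533 rose (4.94 (SE 0.39, adjusted p = 5.28e-05)), and chi-miR-542-3p (−2.61 (SE 0.65, adjusted p = 0.0239)) and chi-miR-432-5p (−1.95 (SE 0.53, adjusted p = 0.0346)) fell.

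All 12 changes were significant with the upper quartile, by library size only and with chi-miR-148a-3p left out, so these scalings do not account for them. They were chosen as the largest changes, which made this outcome likely in advance. The lowest count in the higher stage was 88. Low counts in that stage were largely ruled out by the choice of a mean of at least 10 CPM, so this is no separate test. A single library is argued against for 8 of the changes, which kept their call in all 9 fits without 1 library. The falls of chi-miR-542-3p and chi-miR-432-5p in LL vs. LG lost significance without LL replicate 1 (adjusted p of 0.058 for each from edgeR's test) and without LL replicate 2 (0.0602 and 0.061), and that of chi-miR-432-5p also without LL replicate 3 (0.0646) and without LG replicate 3 (0.0596), but their smallest absolute log2 fold change in these fits was 1.92, so their size did not rest on 1 library. The rises of NC_030809.1_1955 did rest on DP replicate 3, which had 1576 counts against 230 and 278 in the others of DP. Without it they were 1.41 in DP vs. LG (adjusted p = 0.064) and 1.38 in DP vs. LL (adjusted p = 0.0716). They also lost significance, but not their size, in DP vs. LG without LG replicate 1 (2.70, adjusted p = 0.0586) or 2 (2.81, adjusted p = 0.0547) and in DP vs. LL without LL replicate 1 (2.41, adjusted p = 0.0666) or 2 (2.80, adjusted p = 0.0692). None of these miRNAs had counts nearly equal to those of another one in every library. A change of stage and a change in the mix of cells both stay open for all of them. The mix of cells was tested only through marker lists, whose stroma list holds chi-miR-214-3p and which hold none of the other miRNAs named here.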

How the results depend on the processing

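The stages separated in every alternative of the principal component analysis, with silhouette widths from 0.351 to 0.875. The direction and call of chi-miR-423-3p were the same under all alternatives in both comparisons, and those of chi-miR-345-3p in DP vs. LG were too. In DP vs. LL, chi-miR-345-3p was −0.78 by library size only (adjusted p = 0.0665; over its other alternatives the adjusted p was at most 0.0463 from edgeR's test), and the cause was not tested. The 3 comparisons gave 1 of 10 splits with as many DE-miRNAs as the stages, the real split included, which is the smallest share the design allows, and the number in any comparison gave 1 of 100 drawn splits.

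The number of DE-miRNAs was 152 to 248 in DP vs. LG, 124 to 192 in DP vs. LL and 33 to 125 in LL vs. LG across the fits that each left out 1 library. LL vs. LG had 33, 36 and 63 without LL replicate 1, 2 or 3, and 54, 60 and 41 without LG replicate 1, 2 or 3. With only the 2 stages in the fit it had 141 (68 higher, 73 lower), against 89 (62 higher, 27 lower) in the fit of 3 stages, a fit of fewer libraries; the cause was not tested. Apart from the scalings of edgeR's libraries, the share of higher calls moved by more than 10 percentage points in all 3 comparisons. For DP vs. LG (150 higher, 69 lower), DESeq2 gave 127 and 100, no filter 104 and 109, at least 10 counts in every library 92 and 70, and the fits without DP replicate 1 134 and 114, DP replicate 3 108 and 87, LG replicate 2 94 and 70 and LG replicate 3 87 and 65. For DP vs. LL (105 higher, 81 lower), the order turned with no filter (91 and 105), with only the 2 stages in the fit (63 and 81) and without DP replicate 1 (84 and 108), and also, by a smaller move, without LL replicate 1 (61 and 63). For LL vs. LG, DESeq2 gave 64 and 59, no filter 47 and 53, at least 10 counts 33 and 38, and the fits without DP replicate 2 52 and 51, DP replicate 3 52 and 54, LG replicate 1 30 and 24, LG replicate 2 32 and 28 and LG replicate 3 20 and 21. Of the 89 DE-miRNAs of LL vs. LG, 57 were also called by library size only.

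The number of expressed miRNAs was 1201 in LL, 1198 in DP and 1260 in LG with at least 1 count in any library, a lower limit that admits more miRNAs by construction. With TMM in place of library size, the share of cluster members highest in the paper's stage was 76.0% for Cluster 1, 96.7% for Cluster 2, 87.8% for Cluster 4 and 64.3% for Cluster 6. Cluster 2 was at 69.4% among members with at least 10 counts in every library, and Cluster 5 at 94.4% by median CPM. Across the fits that each left out 1 library, Cluster 5 ranged from 93.5% to 100% and Cluster 6 from 64.3% to 100%. The causes were not tested.

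Between DP and LG, chi-miR-2411-5p (0.29) was reversed to −0.0084 with chi-miR-148a-3p left out, −0.064 with no filter and −0.046 with at least 10 counts, and ranged from −0.18 to 0.28 across the fits that each left out 1 library. All of these lay within its standard error of 0.31. Over the other named miRNAs and alternatives, 23 values became weaker than the threshold and 16 passed it, counting the lowest and the highest of the fits without 1 library, and the others kept their direction and call.

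Other scalings of the marker lists were chosen after the data were seen. By library size only, the blood list in DP vs. LL was 0.014 and the stroma list in LL vs. LG −0.027, both reversed, with an adjusted p of 0.743 from fry in each. The epithelium list in DP vs. LL was −0.75 (adjusted p = 0.0564 from fry), the stroma list in DP vs. LL was 0.84 and passed the threshold, and the immune list in LL vs. LG was 0.54, and 0.97 with the upper quartile, significant in neither. The muscle list in DP vs. LG was 1.59 with the upper quartile and 1.47 by library size only and lost significance in both. Further lists moved in size by library size only, with none significant. In LL vs. LG the epithelium list was −0.83, with all 5 members lower (adjusted p = 0.0564 from fry). The muscle list there was 0.21 and the blood list 1.02. In DP vs. LL the immune list was 0.92 and the muscle list 0.82. The cause was not tested.

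The labels number the goats of each stage 1 to 3, but the goats differ. Deviations of same-numbered libraries correlated between −0.10 and 0.21, so the numbers pair nothing. With a replicate block, 222, 170 and 88 miRNAs were differentially expressed in DP vs. LG, DP vs. LL and LL vs. LG. The alternative with another pseudocount was not run, because the values are counts. The depth limits miRNAs near 0.5 CPM, which is 6.84 to 17.2 counts.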

Differences from the paper's values

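The paper gives Cluster 1 a size of 20 miRNAs, and its Supplementary Table S6 lists 50. The paper's Supplementary Table S4 has 61 miRNAs lower in LL than in LG, against 27 here. The alternatives set before the data were examined that came within a factor of 1.5 of the paper's number, on either side, were DESeq2 (59), library size only (90), chi-miR-148a-3p left out (43), no filter (53), only the 2 stages in the fit (73) and the fits without DP replicate 1 (49), 2 (51) or 3 (54).

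The paper's log2 fold changes for DP vs. LG in Supplementary Table S4 were larger. For the miRNAs higher in DP, the paper's value was 11.4844 for chi-miR-1 (here 2.07), 10.3344 for chi-miR-3432-5p (here 1.95), 8.32604 for chi-miR-708-5p (here 2.42), 7.20452 for chi-miR-34c-5p (here 2.89), 7.17612 for chi-miR-29b-3p (here 2.59), 10.8524 for NC_030815.1_12105 (here 2.32), 10.4398 for NC_030828.1_27534 (here 2.19) and 7.49152 for NC_030831.1_30149 (here 2.81). For those lower in DP, the paper's value was −23.848 for chi-miR-148a-3p (here −1.93), −13.0845 for chi-miR-30f-3p (here −3.41), −5.89953 for chi-miR-381 (here −0.60), −3.98973 for chi-miR-30f-5p (here −2.32), −8.54251 for NC_030835.1_32988 (here −1.74), −8.13677 for NC_030811.1_6576 (here −4.59) and −7.8848 for NC_030826.1_25423 (here −3.61). With none of the alternatives set before the data were examined did the value of any of these come within the larger of the standard error here and that implied by the t statistic of the paper's table.

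The paper's value for chi-miR-423-3p was −1.92811 against −1.46 here. It came within the larger of the standard error here and that implied by the t statistic of the paper's table, though not to the paper's value, with DESeq2 (−1.67), library size only (−1.66), chi-miR-148a-3p left out (−1.77), no filter (−1.83), at least 10 counts in every library (−1.82) and the fits without DP replicate 3 (−1.84) or LG replicate 3 (−1.73). For chi-miR-345-3p it was −1.48729 against −1.04, and it came within that error with library size only (−1.27), chi-miR-148a-3p left out (−1.35), no filter (−1.41), at least 10 counts in every library (−1.41) and the fits without DP replicate 1 (−1.23), DP replicate 2 (−1.26), LG replicate 1 (−1.23) or LG replicate 2 (−1.24).

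For DP vs. LL, the paper gives fold changes above 16 for the miRNAs higher in DP, where the fold change here was 3.44 for chi-miR-99a-5p, 6.79 for chi-miR-206, 3.32 for chi-miR-218, 6.63 for chi-miR-147-5p, 3.81 for chi-miR-105a, 5.92 for chi-miR-34b-3p, 3.98 for NC_030828.1_27139 and 4.05 for NC_030820.1_17538. For those lower in DP it gives fold changes above 256, where the fold change here was 7.30 for chi-miR-148a-3p, 3.95 for chi-miR-30f-3p, 6.85 for chi-miR-146b-3p, 5.88 for chi-miR-122, 32.2 for NC_030828.1_27538 and 30.3 for NC_030828.1_27537. With none of the alternatives set before the data were examined did any of these come within its standard error or a factor of 1.5 of the paper's limit.

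The paper states that the fewest miRNAs were expressed in late gestation. Among LL, DP and LG the fewest were in LL with a mean of at least 0.5 CPM (632, against 659 in LG) and with at least 0.5 CPM in every library of the stage (554, against 605 in LG), and in DP with at least 1 count in any library (1198, against 1260 in LG). The paper has the most DE-miRNAs in DP vs. LG; this held among these 3 comparisons (219), except by library size only (201, against 224 in DP vs. LL) and in the fits without LG replicate 1 (161 against 173), 2 (164 against 168) or 3 (152 against 174). The paper states that chi-miR-381 fell in DP vs. LG; here its adjusted p was 0.549 from edgeR's test, and it was differentially expressed only in the fit without DP replicate 1. Of the members of Cluster 2, which the paper places in LL, 13 were highest in LG and 6 in DP; 2 of Cluster 1 were highest in LL and 2 of Cluster 6 in DP. Supplementary Table S4 also has chi-miR-200b, chi-miR-543-3p, chi-miR-2404 and NW_017189516.1_34430 past its threshold in DP vs. LG. Here chi-miR-200b and chi-miR-543-3p were differentially expressed with DESeq2, the upper quartile, library size only, chi-miR-148a-3p left out, no filter and at least 10 counts in every library. In the fits without 1 library, chi-miR-543-3p was called without LL replicate 1 and without DP replicate 2, and chi-miR-200b in all but those without DP replicate 3 and without LG replicate 1. chi-miR-2404 was called without DP replicate 2, and by library size only with chi-miR-148a-3p left out, a setting chosen after seeing the values. NW_017189516.1_34430 (1.00, adjusted p = 0.0525 from edgeR's test) was called in none of the alternatives set before the data were examined.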

Other observations

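The tests here were chosen after the values were seen. Those of neighbouring genes and of hairpin arms were prompted by the arms of chi-miR-30a and chi-miR-30f and by neighbours that deviated alike in DP replicate 1, and these are among the miRNAs tested.

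Marker lists gave a lower level of epithelial miRNAs in DP than in LG, with a median log2 fold change of −1.48 (all 5 members lower, adjusted p = 0.00265 from fry), and a higher level of immune (2.12, adjusted p = 0.00493, 4 of 4 members), stroma (0.88, adjusted p = 0.00862, 7 of 7) and muscle (1.72, adjusted p = 0.028, 5 of 5) miRNAs. The blood list was at 1.32 (adjusted p = 0.407). In DP vs. LL the medians were −1.11 for epithelium (adjusted p = 0.00341), 0.50 for stroma, 0.55 for immune, 0.50 for muscle and −0.30 for blood, and in LL vs. LG 1.12 for immune (adjusted p = 0.025), 0.58 for stroma, 1.62 for blood, 0.80 for muscle and −0.27 for epithelium. Of the 24 members, 17 had an adjusted p under 0.05 in DP vs. LG over all miRNAs tested and 19 adjusted over the list alone. All members also had counts in LL or LG, no miRNA is on more than 1 list, and the paper's results name chi-miR-1, chi-miR-206 and chi-miR-200b among them. The counts of chi-miR-199a-3p, a stroma member, were within 0.123% of those of chi-miR-199b-3p and chi-miR-199c-3p, so they are uncertain as those of a separate miRNA. The most abundant stroma member, chi-miR-143-3p, changed by 0.14 and chi-miR-214-3p by 2.75. The former had 28798 and 38073 CPM in DP replicates 1 and 2 and 117020 CPM in DP replicate 3. By library size only, 6 of the 7 stroma members were higher. The SD over the stroma members was 1.05, against a largest standard error of 0.447. A lower share of epithelial cells alone would raise these alike only if epithelial cells held none of them. That was not tested, so the spread does not decide it, and a change in the cells that rose stays open too. The muscle list rested on DP replicate 3, without which its median was 0.40 in DP vs. LG and −0.10 in DP vs. LL. Other medians also moved by more than a factor of 1.5 or changed sign without a single library. The blood list in DP vs. LG was 0.76 without DP replicate 3 and the stroma list 0.49 without DP replicate 2. The blood list in DP vs. LL was 0.10 without LL replicate 1, −0.48 without LL replicate 3, 0.015 without DP replicate 1 and −0.71 without DP replicate 3, the muscle list was 0.75 without LL replicate 3, 0.85 without DP replicate 1 and 0.97 without DP replicate 2, and the immune list was 0.36 without LL replicate 3. In LL vs. LG the immune list was 0.72 without LL replicate 1 and 0.71 without LG replicate 3, the stroma list was 0.21 without LL replicate 3 and 0.37 without LG replicate 3, and the muscle list was 0.50 without LG replicate 3. The epithelium list in LL vs. LG was −0.44 without LL replicate 1, −0.57 without LL replicate 2, −0.44 without DP replicate 2, −0.45 without DP replicate 3, −0.42 without LG replicate 1 and −0.55 without LG replicate 2.

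DP replicate 1 differed from the others of DP. In it, 61 tested miRNAs of 45 genes on chromosome 21 from 65037152 to 65229058 had a median log2 deviation of 1.46 from the mean of the other DP libraries, and 56 of the 61 were higher. The same median was between −0.35 and 0.17 in the libraries of LL and LG, and −0.92 and −0.56 in DP replicates 2 and 3, whose deviations include DP replicate 1. Against 10000 random lists, the group was also below percentile 1 or above percentile 99 in LL replicates 1 and 3 and LG replicates 1 and 2, so that percentile does not set DP replicate 1 apart. Scaling of that library would shift all its miRNAs alike. It is argued against by the gap between the group's median deviation of 1.46 and that of all other miRNAs (−0.036). The marker lists go with a larger epithelial and smaller stromal share in that gland sample. All 5 epithelium members were highest and all 7 stroma members lowest in it among the DP libraries, 12 of 12. No other library had more than 6. The epithelium members rose by less than the group, however. Levels in DP replicate 1 against replicates 2 and 3 were 3856 against 2941 and 2960 CPM for chi-miR-200a. They were 13176 against 11783 and 7793 for chi-miR-200b and 3355 against 3334 and 2023 for chi-miR-200c. For chi-miR-141 they were 280 against 131 and 211, and for chi-miR-429 146 against 131 and 78. These sizes argue against a larger epithelial share alone as the source of the group's rise. The difference between goats stays open and was not tested.

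By library size only, 25.0% of the calls in LL vs. LG were higher, in DP vs. LL 73.7% and in DP vs. LG 57.7%. With chi-miR-148a-3p also left out, 46.7% of the calls were higher in LL vs. LG and 16.9% in DP vs. LL. For DP vs. LG this setting gave 239 calls, 46 higher and 193 lower (19.2% higher), against 150 and 69 with TMM, and 114 of the 219 calls with TMM were among them. The setting shifts all fold changes of a comparison alike, so it does not decide whether the share of the counts that chi-miR-148a-3p took explains the split, and this stays open.

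The paper's Supplementary Table S3 lists 1120 of the 1359 miRNAs of the deposited counts, with other values. A single factor per library is argued against, because the interquartile range of the log2 ratio had a median of 1.33 over the 9 libraries. In the table, chi-miR-148a-3p, chi-miR-122 and chi-miR-30f-3p are at 0 in all 3 DP libraries, where the deposited counts are at least 100, as are NC_030815.1_12105, NC_030826.1_25425 and NC_030828.1_27534 in LG. chi-miR-126-5p is between 121424 and 128280 in the 9 libraries of LL, DP and LG in the table and between 2563 and 9684 in their deposited counts. Fold changes computed from values like those of Table S3 are a candidate explanation of the larger fold changes in Table S4. The log2 fold changes of Table S4 for DP vs. LG had r = 0.998 with those between stage means of Table S3. With those of the deposited counts the r was 0.749, both across 696 miRNAs, which are not independent replicates. Of the 183 calls of Table S4 in DP vs. LG that were tested here, 150 were called by both, all 150 in the same direction, and in LL vs. LG 68 of 122, all 68 in the same direction.

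Neighbouring miRNA genes changed more alike than random pairs. Over 72 pairs of neighbours outside the chromosome 21 group, the median absolute difference in log2 fold change for DP vs. LG was 0.42, against 1.30 for random pairs (permutation test, p = 0.0001, the smallest that 10000 permutations can give), and within stages their deviations correlated with a median r of 0.48, against 0.0038 for random pairs (permutation test, p = 0.0001). In 129 hairpins with both arms tested, the log2 fold changes of the arms correlated across hairpins with Pearson's r = 0.736 and Spearman's rho = 0.702 (permutation test, p = 0.0001), and in all 31 hairpins with both arms called the direction was the same. Both tests measure again the likeness that prompted them, so what neighbours or arms share stays open. The arms of 30 of the 129 hairpins differed by more than 2 combined standard errors, where chance gives 5% with arms taken as independent. This argues against a change only in the amount of the hairpin where the reads of each arm come from 1 hairpin alone. Whether they do was not tested. In 34 hairpins only 1 arm was called, and in 5 of these the other arm went the opposite way. Of examples chosen after the values were seen, the arms of chi-miR-125b changed by 2.29 (5p) and −0.01 (3p), and those of chi-miR-423 by −0.23 (5p) and −1.46 (3p). Hairpins are not independent replicates, and those of chi-miR-199b and chi-miR-199c had equal counts. As another such example, the genes of chi-miR-30a and chi-miR-30f lie 37547 bp apart on chromosome 14, and in DP vs. LG chi-miR-30a-5p changed by −3.47, chi-miR-30a-3p by −2.92, chi-miR-30f-5p by −2.32 and chi-miR-30f-3p by −3.41.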
